# *cnd-1*/NeuroD1 Functions with the Homeobox Gene *ceh-5*/Vax2 and Hox Gene *ceh-13*/labial To Specify Aspects of RME and DD Neuron Fate in *Caenorhabditis elegans*

**DOI:** 10.1534/g3.120.401515

**Published:** 2020-06-29

**Authors:** Wendy Aquino-Nunez, Zachery E. Mielko, Trae Dunn, Elise M. Santorella, Ciara Hosea, Lauren Leitner, Derrica McCalla, Claire Simms, Wendy M. Verola, Sharanya Vijaykumar, Martin L. Hudson

**Keywords:** NeuroD1, cell fate specification, Hox genes, homeobox genes, RNA-seq

## Abstract

Identifying the mechanisms behind neuronal fate specification are key to understanding normal neural development in addition to neurodevelopmental disorders such as autism and schizophrenia. *In vivo* cell fate specification is difficult to study in vertebrates. However, the nematode *Caenorhabditis elegans*, with its invariant cell lineage and simple nervous system of 302 neurons, is an ideal organism to explore the earliest stages of neural development. We used a comparative transcriptome approach to examine the role of *cnd-1*/NeuroD1 in *C. elegans* nervous system development and function. This basic helix-loop-helix transcription factor is deeply conserved across phyla and plays a crucial role in cell fate specification in both the vertebrate nervous system and pancreas. We find that *cnd-1* controls expression of *ceh-5*, a Vax2-like homeobox class transcription factor, in the RME head motorneurons and PVQ tail interneurons. We also show that *cnd-1* functions redundantly with the Hox gene *ceh-13*/labial in defining the fate of DD1 and DD2 embryonic ventral nerve cord motorneurons. These data highlight the utility of comparative transcriptomes for identifying transcription factor targets and understanding gene regulatory networks.

Accurate control of gene expression is fundamental for the development and function of the central nervous system (CNS). Defects in CNS gene expression underlie many neurodevelopmental disorders, indicating a critical need for further study (Basu *et al.* 2009; Schizophrenia Working Group of the Psychiatric Genomics Consortium 2014). Gene expression is controlled by combinations of transcription factors that work in conjunction with chromatin remodeling complexes to promote or inhibit RNA polymerase access to the genome (Clapier and Cairns 2009). According to Waddington’s model of cellular differentiation, cell fate progressively refines over multiple rounds of cell division, first to tissue-type progenitors, then exiting the cell cycle to take on a tissue-specific terminal fate (Waddington 1957). The transcription factors and chromatin remodeling complexes required for these narrowing rounds of fate specification are not well understood.

The basic Helix-Loop-Helix (bHLH) super family of proneural transcription factors includes Atonal, NeuroD, Neurogenin, and Achaete/Scute, and has broad roles in nervous system development (Baker and Brown 2018). This family of bHLH transcription factors function as either homodimers or heterodimers and bind to E-box sequences of the motif CANNTG. In *Drosophila*, the bHLH family acts in neural cell fate specification and neurogenesis, with different family members having roles in external sensory organ formation, chordotonal organ development, and others (Lee 1997).

Vertebrate *neurogenic differentiation 1* (NeuroD1) is a bHLH transcription factor that has a role in the transcriptional activation of proneural genes (Wang and Baker 2015). In addition, NeuroD1 is expressed abundantly in the brain after terminal fate specification, which suggests a secondary role in nervous system homeostasis and/or neural maturation and survival (Miyata *et al.* 1999). Ectopic expression of NeuroD1 in *Xenopus* embryos can convert non-neural ectodermal cells into fully differentiated neurons, indicating the potential role of NeuroD1 as a neural differentiator factor (Lee *et al.* 1995; Lee 1997). Humans bearing homozygous NeuroD1 mutations showed severe cerebral hypoplasia and developmental delay, in addition to defects in pancreatic β-cell maturation and islet formation, demonstrating the importance of this gene in nervous system and pancreatic development (Rubio-Cabezas *et al.* 2010). In the mouse, NeuroD1 is essential for the generation of granule cells in the hippocampus and the cerebellum (Miyata *et al.*1999; D’Amico *et al.* 2013). Despite extensive research on the role of NeuroD1 in cell fate specification and nervous system development (Seo *et al.* 2007; Pataskar *et al.* 2016), a comprehensive list of NeuroD1 targets has not been compiled and many questions on its role in neural development remain unanswered.

The nematode *Caenorhabditis elegans*, with its invariant cell linage and well-defined nervous system, is an excellent model to study cell lineage determination and terminal fate specification (Sulston and Horvitz 1977; Sulston *et al.* 1983). Once a neuroblast exits the cell cycle, it needs to extend growth cones and axons through the extra-cellular matrix, find its appropriate pre- and post-synaptic partners, assemble a synapse, gap junction, or neuromuscular junction, then package the various proteins required for synaptic transmission (Chisholm *et al.* 2016; Jin and Qi 2018). This leads to two major questions. First, what cascade of transcription factors is required to specify interim cell fates, prior to final specification of a neuron? Second, does a single transcription factor control the fate of a single neuron, or is terminal fate specified in a combinatorial manner, with multiple transcription factors controlling different aspects of the final cell fate? Extensive work has identified a battery of transcription factors known as “terminal selectors”, which are required for terminal fate specification in *C. elegans* neurons (Hobert 2016 and references therein). These transcription factors generally act in a combinatorial fashion to specify cell fates, although individual transcription factors may specify the fate of multiple cells that are unrelated by cell lineage, type, or circuit. Terminal selectors typically have autoregulatory properties, in that they positively regulate their own transcription to maintain neuronal identity throughout the life of an organism. In addition, they either directly or indirectly control the expression of “terminal effector” genes, which are required for that neuron’s post-mitotic function, for instance neurotransmitter biosynthesis, packaging, and release. Despite this depth of knowledge, the “proneural” transcription factors that act up-stream of terminal selector genes are not well described.

The *C. elegans* bHLH transcription factor *cnd-1* is orthologous to the human NeuroD1 gene and is one of the earliest proneural genes to be activated during *C. elegans* embryonic development (Hallam *et al.* 2000). However, the only reported defects seen in *cnd-1* loss-of-function mutants are a relatively mild back-coiler phenotype caused by misspecification of 2-3 dorsal D (DD) motorneurons required for inhibitory GABAergic neuromuscular innervation, in addition to axon guidance and synapse remodeling defects in the remaining D neurons (Hallam *et al.* 2000). To gain a better understanding of CND-1’s role during *C. elegans* neural development, we performed an RNA-seq assay comparing embryonic wild type and *cnd-1**(**ju29**)* mutant transcriptomes. We find that CND-1 positively regulates the expression of homeobox transcription factor *ceh-5*/Vax2 in the head RME and tail PVQ neurons. We also confirm that CND-1 is required for the generation of *cnd-1* expressing cells during ventral nerve cord fate specification. Finally, we show that *cnd-1* functions in parallel with the Hox gene *ceh-13*/labial to specify a subset of embryonic DD class ventral nerve cord motorneuron fates.

## Materials and Methods

### Strains and maintenance

*C. elegans* strains were grown on nematode growth medium plates (NGM Lite) at 20° according to Brenner (1974). Bristol N2 strain was used as wild type and all analyses were conducted at 20°. The following alleles were used in this study: LGIII *cnd-1**(**ju29**)*, *cnd-1**(**gk718**)* and *ceh-13**(**sw1**)/**qC1** [**dpy-19**(**e1259**) **glp-1**(**q339**)]*. Integrated transgenes used were *juIs76** [unc-25p*::*GFP + **lin-15**(+)]*, *kyIs39** [sra-6p*::*GFP + **lin-15**(+)]*, *lhIs5** [unc-25p*::*mCherry]*, *otIs356** [rab-3p(prom1)*::*2xNLS*::*TagRFP]*, *pkIs586** [gpa-9p*::*GFP + **dpy-20**(+)]*, and *stIs10055** [cnd-1p*::*his-24*::*mCherry + **unc-119**(**ed3**)]*. Extra-chromosomal arrays used in this study were *leEx2489** [ceh-5p*::*GFP + **unc-119**(+)]* and *dbEx724** [flp-6p*::*tax-2**(cDNA)*::*SL2*::*GFP + **lin-15**(+)]*. The *cnd-1**(**gk718**)* allele was identified by the *C. elegans* deletion mutant consortium (2012). All mutants were outcrossed at least twice prior to analysis. Table S1 shows details of strains generated during the course of this study including strain numbers and sources.

A *cnd-1**(**gk718**) **ceh-13**(**sw1**)/**qC1* line was built by crossing *gk718**/+* males into *sw1**/**qC1*, keeping lines that did not give rise to the *qC1* dumpy/sterile phenotype (genotype *gk718** +/ + **sw1**)*, selecting for *gk718* homozygous animals (uncoordinated phenotype) then screening for the embryonic lethal *sw1* phenotype (parent genotype *gk718* *sw1**/ **gk718** +)*. Two recombinants were identified from 200 *gk718* animals screened, consistent with the 1 map unit distance between *cnd-1* and *ceh-13* on LG III. These lines were rebalanced over the *qC1* chromosomal inversion prior to further characterization.

### RNA extraction

Embryos were isolated from gravid worms grown in liquid culture as described previously (Hudson *et al.* 2006). Total RNA was extracted using RiboZol (AMRESCO) and followed the vendor’s protocol except that embryos were frozen in liquid nitrogen prior to grinding. Embryonic tissue was added to 1 mL of RiboZol and 500 μL aliquoted into two 5 PRIME Phase Lock Gel Tubes. At the isopropanol stage, 3μL of 20ng/ml Glycogen was added to improve RNA pellet visualization. RNA quality control was assayed by measuring the A260/A280 ratio using a Thermo Scientific NanoDrop and via an Agilent Bioanalyzer. All samples used for RNA-Seq had an RNA integrity number (RIN) above 9.2. Triplicate *cnd-1*(*ju29*) and N2 wild type samples were sent to the University of Kansas Genome Sequencing Core for RNA-seq library construction (Illumina TruSeq v2), barcoded, pooled, and sequenced in a single lane on an Illumina HiSeq 2500 system (high output, single read 100bp sequencing).

### RNA-Seq expression analysis pipeline

Gene expression abundance were obtained using previous published RNA-seq analysis workflows. Briefly, read quality was determined using FastQC 0.11.5 (Andrews 2010). Reads were aligned back to the *C. elegans* reference genome (wbcel235) using Hisat2-2.1.0 (Kim *et al.* 2015). Samtools 1.5 (htslib 1.4.1) was used for file conversion and sorting (Li *et al.* 2009). Stringtie 1.3.3.b was used to assemble and quantify transcripts (Pertea *et al.* 2016). The script prepDE.py was used to generate gene and transcript count matrix files that were compatible with DESeq2 1.16.1 (R3.4.1), which was used to identify differentially expressed genes (Love *et al.* 2014). All programs were run locally.

### Identification of differential isoform usage

This was performed using DEXSeq (Anders *et al.* 2017). Raw RNA-seq reads were mapped with HiSat2 to the *C. elegans* annotated reference genome obtained from Ensembl. A python script provided by the DEXSeq package was used to combine all isoforms of a gene into one global schematic representation with marked intron/exon boundaries. The analysis was performed following the developers’ recommendations with the following inclusion “- s” for no strand specific reads.

### Characterization of the ken2 deletion allele

2.0X Taq RED Master Mix Kit (Apex Bioresearch Products) was used to amplify the 3′ end of the *ptrn-1* gene. Reverse primers at approximately 1kb intervals were used in combination with a

single forward primer within the *ptrn-1* coding region to amplify the *ptrn-1* 3′ untranslated region (UTR). Primer R9, located 10kb downstream of the F1 forward primer were the only pair which amplified *cnd-1**(**ju29**)* genomic DNA, and gave a 3kb amplicon. Sanger sequencing was used to confirm the *ken2* breakpoints, which corresponds to a 6908bp deletion/80bp insertion. Coordinates of the *ken2* breakpoints along with insertion and flanking sequences are; LG X

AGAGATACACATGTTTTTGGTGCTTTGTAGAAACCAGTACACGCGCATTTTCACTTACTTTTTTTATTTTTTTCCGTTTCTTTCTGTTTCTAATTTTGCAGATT (17,022,165)/

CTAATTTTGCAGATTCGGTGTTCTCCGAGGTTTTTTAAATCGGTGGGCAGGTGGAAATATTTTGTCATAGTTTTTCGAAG / (17,015,257)

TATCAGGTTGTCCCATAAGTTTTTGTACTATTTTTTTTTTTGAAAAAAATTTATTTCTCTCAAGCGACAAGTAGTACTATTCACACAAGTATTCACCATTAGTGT. Note that the 3′ breakpoint lies in a transposon sequence and is difficult to identify via BLAST search. The *ken2* deletion removes all of *F35B3.1*, *F35B3.10*, *F35B3.4*, and around 250bp of the *ptrn-1* 3′ untranslated region. Primer sequences used for PCR characterization of the *ken2* allele were as follows and show expected wild type amplicon size:

ptrn-1F1 (gtgaccaaatccaaccgtg); ptrn-1R1 (ttgcctcagtgcattttgg, 593bp); ptrn-1R2 (ctttaaggaaggcatgggatg, 1164bp); ptrn-1R4 (gtcaaggcatcaagtggttag, 2245bp); ptrn-1R5 (tttgaataatgcctctttaaagtgaatg, 3670bp); ptrn-1R6 (aggtaactttctgagcccac, 4717bp); ptrn-1R7 (gtggaacctgaagtgaataatgg, 6116bp); ptrn-1R8 (caaaaccgtctgccacg, 7119bp); ptrn-1R9 (gaagtagtagatcagccatatgc, 9896bp).

### Plasmid constructs

Plasmids were constructed using Gateway Technology (Invitrogen). Target gene promoters were PCR amplified from genomic DNA using Phusion polymerase (Thermo Scientific), gel purified, A-overhangs added by incubating with Taq RED Master Mix Kit (Apex Bioresearch Products), cloned into the pCR8/GW/TOPO vector (Thermo Scientific) following the manufacturer’s specifications then transformed into NEB 5-alpha Competent *E. coli* (New England BioLabs). Plasmid digestion was used to confirm the forward orientation of the amplicon. Promoters were recombined into the promoterless Gateway GFP expression vector pCZGY32 vector (a kind gift from Yishi Jin, UC San Diego) using Gateway LR Clonase II Enzyme Mix (Invitrogen) following the vendor’s instructions and transformed into NEB 5-alpha Competent *E. coli*. Plasmid digestion was used to confirm identity. Constructs were microinjected into the germlines of either wild type or *stIs10055**[ cnd-1p*::*his-24*::*mCherry **unc-119**(+)]* worms at 20ng/μL in conjunction with either *unc-122*::*GFP* (coelomocyte::GFP) or *ttx-3p*::*RFP* co-injection plasmids and pBlueScript II to a final concentration of 50ng/μL. F1 hermaphrodites that expressed the co-injection marker were single plated and screened to obtain stable lines.

### cDNA synthesis and RT-qPCR

Total RNA from mixed staged embryos was treated with DNAase (New England Biolabs) and cleaned using the RNA Clean &amp;amp;amp; Concentrator kit (Zymo Research). First-strand synthesis was done using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific). *cdc-42* transcript levels were used to normalize for differences in input cDNA. Three or four biological samples, in triplicate, were run on a LightCycler 480 real-time PCR system and relative expression rations were calculated according to Pfaffl (2001).

### Dye-filling assay

Animals were washed off plates, washed three times with M9 buffer then incubated for one hour in 100 ng/μl Vybrant DiD cell-labeling solution (Invitrogen) as described previously (Schultz and Gumienny 2012). After destaining for one hour on NGMLite plates seeded with OP50 *E. coli*, animals were imaged by confocal microscopy at 40x magnification for DiD uptake (647nm excitation) in the amphid neurons and GFP expression (488nm excitation).

### Microscopy

Well-fed worms grown under standard conditions were used for expression pattern characterization. Images were captured on either a Zeiss LSM 700 confocal microscope, Zeiss Axiovision compound microscope, or Olympus BX61 compound microscope. Expression patterns in L1 larvae were imaged within 1 hr of hatching. For quantitative imaging of *cnd-1p*::*his-24*::*mCherry* expression in wild type and *cnd-1* mutant backgrounds, 2-4 cell embryos were isolated from gravid hermaphrodites and mounted on a bead pad (Murray *et al.* 2008). After 6-7 hr, when the embryos reached comma stage, a single image stack (to eliminate possible photobleaching) was captured for each embryo using a Zeiss LSM 700 confocal microscope at 40x magnification under identical settings, ensuring no detector saturation. Images were processed using Fiji (Schindelin *et al.* 2012) using a Z-project - Sum Slices workflow which rendered the summated stacks as 32-bit images. Pixel values and counts for the whole image (1024 × 1024 pixels) were obtained using the Analyze - Histogram function (using the pixel value range) then processed in Microsoft Excel (sum [pixel value x pixel count]).

Individual DD neuron identities was inferred by imaging *unc-25p*::*GFP* in L1 larvae then measuring the nose-to-neuron, neuron-to-neuron, or neuron-to-tail distances along the anterior-posterior body axis using the segmented line function in Fiji. DD neuron identity in *cnd-1**(**gk718**)* and *ceh-13**(**sw1**)* mutant combinations were mapped to the closest relative location in wild type L1 larvae. Total ventral nerve cord cells were determined by double-labeling with *juIs76** [unc-25p*::*GFP]* and *otIs356** [rab-3p(**prom1**)*::*2xNLS*::*TagRFP]* then counting from DD1 or the posterior end of the terminal pharyngeal bulb (if DD1 was absent) to the anus. In wild type, this included most of the 22 DA, DB and DD class motorneurons, plus some cells in the retrovesicular ganglion and tail region.

### Neuroanatomy

Cell identity was confirmed by crossing transgenic arrays into previously characterized strains then imaging as above. Table S1 shows the strains used for cell identification.

### Statistical analysis

Student *t*-tests were performed in Microsoft Excel, Mann-Whitney tests were performed in R, and two-tailed Fisher Exact tests were performed using GraphPad QuickCalcs. Graphs were generated in Excel or SAS. RNA-seq significance values reported in the text are not adjusted for false discovery. Benjamini-Hochberg corrections for multiple comparisons are available in the supplemental data. Bonferroni corrections were applied to other data where appropriate.

### Data availability

All reagents are available on request. Table S1 shows strains generated in this study. Tables S2 and S3 show lists of significantly down-regulated and up-regulated genes in the *cnd-1**(**ju29**)* comparative transcriptome. Figure S1 shows a volcano plot summarizing the *cnd-1**(**ju29**)* comparative transcriptome data. Figure S2 shows DEXseq hits identified in this work along with any expression validations. Figure S3 compares predicted CND-1 wild type and *ju29* mutant protein sequences. Figure S4 shows *cnd-1p*::*his-24*::*mCherry* and *unc-25p*::*GFP* co-localization. Raw and processed transcriptome files generated in this study are publicly available via the Gene Expression Omnibus (Edgar *et al.* 2002), accession number GSE125051 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125051). Supplemental material available at figshare: https://doi.org/10.25387/g3.12567827.

## Results

### cnd-1 controls the expression of multiple genes During embryogenesis

Previous studies demonstrated that the proneural transcription factor *cnd-1* is active early in embryogenesis, with expression first being seen at the 14-cell stage and persisting until just prior to hatching (Hallam *et al.* 2000; Murray *et al.* 2012). *cnd-1* reporter gene expression decreases rapidly beyond the L1 stage but persists at low levels in adult head and ventral neurons (Kratsios *et al.* 2011). To gain a better understanding of how CND-1 controls gene expression during early nervous system development, we performed RNA-seq on RNA isolated from three samples each of N2 wild type and *cnd-1**(**ju29**)* mutant mixed stage embryos and analyzed the data using the DSeq2 package (Love *et al.* 2014). *cnd-1**(**ju29**)* is a G-to-A transition in the splice acceptor of intron 2 and behaves as a strong loss-of-function recessive allele (Hallam *et al.* 2000). *cnd-1**(**ju29**)* mutant embryos show 105 genes with significantly lower transcript levels (*P* < 0.05) when compared to wild type (Table S2) and 46 genes with significant higher transcript levels (Table S3, Figure S1). 

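Embryos of 2 strains were compared by RNA-seq, N2 wild type and *cnd-1(ju29)*, with 3 samples of each strain and 1 library per sample. The embryos were of mixed stages and came from gravid worms grown in liquid culture. The 6 libraries were barcoded, pooled and sequenced in 1 lane as single reads of 100 bp. The authors aligned the reads to WBcel235 with HISAT2 2.1.0 and had StringTie 1.3.3 quantify the annotated transcripts of Ensembl release 84 in each library on its own. The values used here are the FPKM, TPM and coverage that the authors deposited, and the read counts that the authors passed to DESeq2 were not analysed here. The depth, estimated as coverage times transcript length divided by the read length, was 35680696, 33852960 and 35689734 reads in wild type replicates 1, 2 and 3. It was 33987029, 34376970 and 33084300 reads in *cnd-1(ju29)* replicates 1, 2 and 3. FPKM per gene was scaled between libraries by median-of-ratios factors of 0.939 to 1.035. Genes with a mean scaled FPKM of at least 0.5 over the 6 libraries were tested, which left 16327 of 46748 gene IDs. The test was limma on log2(scaled FPKM + 0.5) with an intensity trend, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A log2 fold change on this scale understates the change of genes with low FPKM. The paper's text does not say whether the 3 samples of a strain came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.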

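Few genes differed between *cnd-1(ju29)* and wild type embryos by more than the spread between samples. At an unadjusted p below 0.05, the threshold the paper gives, 76 genes were lower and 64 were higher in *cnd-1(ju29)*, of 16327 tested. At an adjusted p below 0.05 in limma, 2 genes were lower, F35B3.4 and *srw-85*, and 1 was higher, F35B3.3. The paper's Table 1, from DESeq2 on read counts, gives an adjusted p below 0.05 for these and for further genes, such as C18H2.3, *ndfl-4*, *lgc-34* and *ctc-3*. The replicate number was also used as a block, an uncertain pairing taken from these data and not from the design. With this block, 1211 genes were lower and 241 were higher at an unadjusted p below 0.05. At an adjusted p below 0.05, 12 were lower and 3 were higher with the block. These 15 genes included all 3 genes called without the block, and 14 of them are in the paper's Table 1; the other, F48G7.5, is named after its values were seen. The share of genes at an unadjusted p below 0.05 was 0.857%, where 5% is the share that chance gives. In 514 genes (3.15%) the 3 samples of one strain all lay above the 3 of the other, where chance gives 10%. The largest differences between libraries did not follow the genotype. The first principal component held 65.4% of the variance and placed wild type replicate 2 (58.1) and *cnd-1(ju29)* replicate 2 (60.1) at one end and *cnd-1(ju29)* replicate 1 (-71.2) at the other. Without *cnd-1(ju29)* replicate 2, 1934 genes were lower and 1058 were higher at an unadjusted p below 0.05, and without wild type replicate 2, 45 were lower and 53 were higher. With quantile normalization 30.4% of the genes at an unadjusted p below 0.05 were lower, against 54.3% with the scaling used here.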

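*srw-85* (WBGene00005832), a member of a large family of predicted chemoreceptors, lies on chromosome V of WBcel235 from 19429440 to 19431687. Its FPKM was 25.0 ± 9.98 (SD, n = 3) in wild type and 0.84 ± 0.518 (SD, n = 3) in *cnd-1(ju29)*, which is 29.8 times higher in wild type. The log2 fold change from limma, a difference of mean log2(scaled FPKM + 0.5) and not the log2 of this ratio, was -4.23 (standard error 0.40, adjusted p = 0.038). The adjusted p of *srw-85* was 0.0101 without *cnd-1(ju29)* replicate 2 and between 0.0662 and 0.419 without any one of the other 5 libraries. The call was also lost with a pseudocount of 0.1 (0.0756), no filter (0.233), a mean FPKM of at least 2 (0.0515), no scaling (0.0506), voom (0.145) and the stage covariate (0.224). *lgc-34* (WBGene00020836) encodes a ligand-gated ion channel and lies on chromosome II from 526592 to 530364. Its FPKM was 5.69 ± 0.106 (SD, n = 3) in wild type and 44.9 ± 21.0 (SD, n = 3) in *cnd-1(ju29)*. The log2 fold change was 2.80 (standard error 0.32, adjusted p = 0.0982 from limma, or 0.00145 with the replicate number as a block, 0.00144 with the added stage covariate, 0.0118 without *cnd-1(ju29)* replicate 2 and 0.0301 without both libraries numbered 2). *ctc-3*, a cytochrome c oxidase subunit encoded in the mitochondrial genome, was at 1545 ± 294 FPKM in wild type and 3394 ± 161 FPKM in *cnd-1(ju29)* (SD, n = 3 each), with an adjusted p of 0.528 from limma and 0.0397 with the block. *ndfl-4*, a NADH dehydrogenase subunit of the same genome, had a log2 fold change of -1.58 (standard error 0.25), with an adjusted p of 0.346 from limma, 0.0397 with the block and 0.0496 with the added stage covariate.

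In limma on log2 FPKM with neither a block nor a covariate, the next genes by p-value did not pass the adjusted threshold. In the paper's Table 1 the genes given here, apart from T01G5.8, have an adjusted p below 0.05 from DESeq2. On chromosome V, Y102A5C.36, Y102A5C.5 and Y102A5C.6 lie within 16926927 to 16930063 and had log2 fold changes of -1.86, -2.31 and -2.30. Also on chromosome V, the F-box genes *fbxa-191* and *fbxa-192* lie next to each other within 17637982 to 17650522 and had log2 fold changes of -1.78 and -1.97. C08F11.7 was at 3.20 ± 0.634 FPKM in wild type and 0.258 ± 0.175 in *cnd-1(ju29)* (SD, n = 3 each), and C18H2.3 at 1.84 ± 0.673 and 0.0154 ± 0.0266 (SD, n = 3 each). T01G5.8 was at 1.34, 1.70 and 1.73 FPKM in wild type replicates 1, 2 and 3 and was listed at 0 in every *cnd-1(ju29)* library. With the block, the adjusted p of these 8 genes was between 0.0252 and 0.0397. With the added stage covariate *fbxa-192*, Y102A5C.36 and C08F11.7 passed (0.0496 at most). With voom, T01G5.8 also passed (adjusted p = 0.024). Members of the *srw* and *fbxa* families can share reads with close copies, so their levels are less certain.

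Among higher genes, none of the following passed the adjusted threshold with or without the block. *pbrm-1*, a subunit of a SWI/SNF chromatin remodeling complex, was at 86.5 ± 12.4 FPKM in wild type and 156 ± 28.6 in *cnd-1(ju29)* (SD, n = 3 each). ZC21.10 was at 31.9 ± 10.1 and 64.8 ± 15.7 FPKM (SD, n = 3 each), and Y53F4B.14 had a log2 fold change of 0.81 (standard error 0.21). R11G10.4, F48A9.6 and the piRNA genes 21ur-14691 and 21ur-6122, all with a mean of at most 4.75 FPKM in either strain, had log2 fold changes of 1.13, 1.06, 1.08 and 1.27. Both piRNA genes span far fewer bases than a read of 100 bp, so reads counted there extend beyond them and do not measure piRNAs. Of the 40 genes of Table 1, 30 were above the FPKM minimum and 10 were not. All 30 had the paper's direction, 27 had an unadjusted p below 0.05 and 3 an adjusted p below 0.05, or 14 with the block. Since the study chose these genes on the same libraries, the tally is not independent evidence of their direction.

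**Figure D1:**
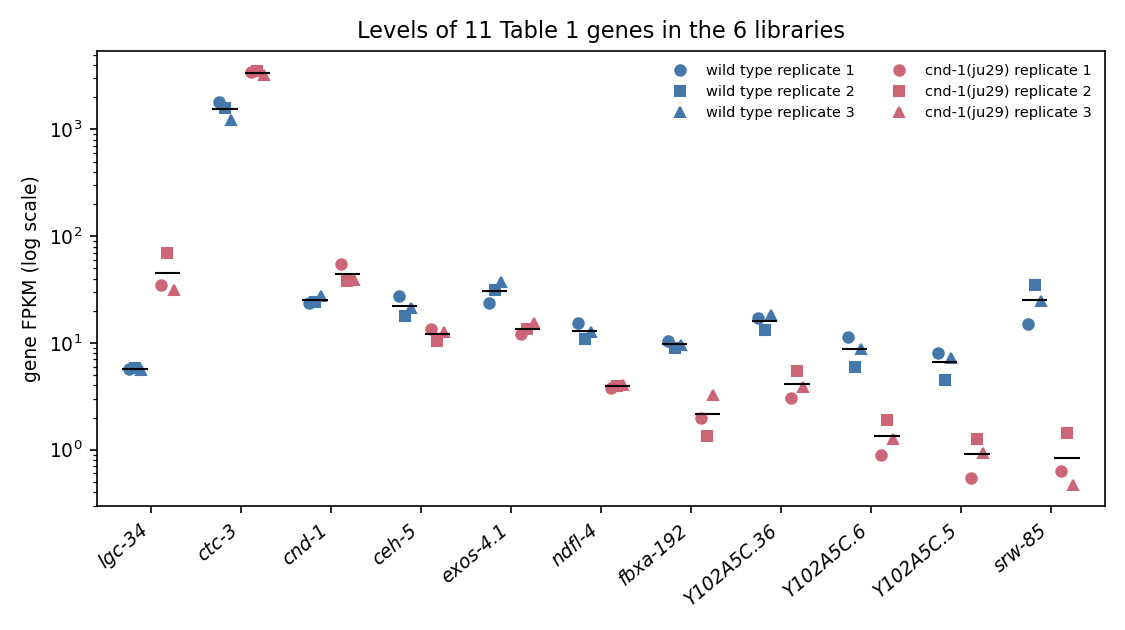
FPKM (log scale) of 11 genes of Table 1 in each library, with wild type in blue, *cnd-1(ju29)* in red, a marker shape for each replicate number and a black line at each mean. In each of the 11 genes the 3 libraries of one strain lie above the 3 of the other, as in *lgc-34*, where the mean is 5.69 in wild type and 44.9 in *cnd-1(ju29)*.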

Table 1 shows the top 40 most significant hits sorted by up- *vs.* down-regulation and p-value. 

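Few genes of transcription factors differed between *cnd-1(ju29)* and wild type embryos, and few genes of any kind did. Of all 16327 genes tested, 140 (0.857%) had an unadjusted p below 0.05 in limma, so a low count is not particular to transcription factor genes. Of 415 tested genes whose names mark them as transcription factor genes, such as *ceh-*, *hlh-* and *nhr-* genes, *ceh-5* was lower and *cnd-1* was higher at an unadjusted p below 0.05. None passed an adjusted p below 0.05 in limma or in limma with voom, which also had 1 gene lower and 1 higher at an unadjusted p below 0.05. *nhr-68*, a nuclear hormone receptor gene on chromosome V from 11573440 to 11575869, was at 10.4, 6.56 and 5.43 FPKM in wild type replicates 1, 2 and 3. It was at 47.7, 6.41 and 8.00 FPKM in *cnd-1(ju29)* replicates 1, 2 and 3, so that the higher mean rests on 1 library. Its log2 fold change was 0.89 (standard error 0.72, unadjusted p = 0.253 from limma, or 0.0368 with the replicate number as a block). *nhr-77*, on chromosome I from 12384277 to 12385731, was listed at 0 in every wild type library and at 0.556, 0.0744 and 0 FPKM in *cnd-1(ju29)* replicates 1, 2 and 3, below the minimum for the test. The proneural gene *ngn-1* was at 38.7 ± 6.97 FPKM in wild type and 43.1 ± 11.9 in *cnd-1(ju29)*, and *hlh-2*, which encodes a partner of proneural proteins, was at 82.8 ± 6.55 and 93.8 ± 33.5 FPKM (SD, n = 3 each). With the block, 7 transcription factor genes were lower and 3 were higher at an unadjusted p below 0.05, against 1211 and 241 of all genes tested. Without *cnd-1(ju29)* replicate 2 the counts were 21 and 25, against 1934 and 1058 of all genes tested. Without wild type replicate 1 they were 0 and 1, against 109 and 83.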

Surprisingly, only a single transcription factor gene, *ceh-5*, was identified in the down-regulated dataset, whereas three transcription factors genes (*nhr-68*, *nhr-77*, and *cnd-1* itself) were found in the up-regulated dataset. This suggests that *cnd-1* functions close to the end of a transcriptional regulatory cascade during *C. elegans* embryogenesis. This is in contrast to *ngn-1*/neurogenin, which controls expression of at least eight downstream transcription factors (Christensen *et al.* 2020).

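Genes of neuronal transcription factors were described as 3 groups. Of 10 proneural bHLH genes, 7 had a higher and 3 a lower mean in *cnd-1(ju29)*, and *cnd-1* was the 1 member with an unadjusted p below 0.05. *cnd-1* is the mutated gene and is in the paper's Table 1. It had a log2 fold change of 0.80, and the list was not tested without it. The list was higher as a group with limma's camera at a preset correlation of 0.01 (median log2 fold change 0.13, adjusted p = 0.0415), but not with an estimated correlation (adjusted p = 0.813), with the replicate number as a block (adjusted p = 0.0579) or with the stage covariate (adjusted p = 0.285). The call was also lost without wild type replicate 1 (0.141), wild type replicate 2 (0.277) or *cnd-1(ju29)* replicate 2 (0.0783), and without *cnd-1(ju29)* replicate 1 the direction turned (0.938). The members *hlh-4* and *hlh-14* had log2 fold changes of 0.24 and 0.17. Of 6 Hox genes, 3 had a higher and 3 a lower mean, with a median log2 fold change of 0.00 and an adjusted p of 0.946 from camera. *mab-5*, *nob-1*, *lin-39* and *egl-5* had log2 fold changes of -0.11, -0.06, 0.03 and 0.04, with standard errors of 0.21 to 0.27. Of 30 genes of neuronal identity, most of them homeobox genes, 17 had a higher and 13 a lower mean (median log2 fold change 0.01, adjusted p = 0.344 from camera, adjusted p = 0.866 with an estimated correlation, but 0.000646 without *cnd-1(ju29)* replicate 3). Among these, *ceh-5* was lower and the microRNA gene *lsy-6* was higher at an unadjusted p below 0.05. *lsy-6*, from 10647237 to 10647301 on chromosome V, is shorter than a read of 100 bp. Reads counted there extend beyond it and do not measure the microRNA. The ETS gene *ast-1* was at 43.9 ± 0.959 FPKM in wild type and 38.5 ± 6.41 in *cnd-1(ju29)* (SD, n = 3 each). No gene of the 3 lists passed an adjusted p below 0.05, and none passed when adjusted over the list alone. From the small number of transcription factor genes among those that changed, the paper proposes that *cnd-1* acts near the end of a regulatory cascade.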

**Table 1:** Top 40 differentially expressed genes in the *cnd-1(ju29)* RNA-seq dataset based on P-value. (A) Down-regulated genes; (B) up-regulated genes. Gene ID, gene identity; gene name, commonly used gene name/cosmid name; base mean, mean of normalized counts for that gene; log2 fold-change, log2 change in gene expression level when compared to wild type; P-value, significance; P-adj, significance with Benjamini-Hochberg adjustment for false discovery rate

A. *cnd-1(ju29)* transcriptome down-regulated genes (most significant p - value)					
Gene_ID	Gene Name	Base mean	log2 fold change	P-value	P-adj
WBGene00018031	*F35B3.4*	402	−1.7	6.5E-22	1.76E-17
WBGene00005832	*srw-85*	428	−1.2	3.7E-20	4.96E-16
WBGene00014955	*Y102A5C.6*	158	−1.0	2.6E-10	1.19E-06
WBGene00010212	*fbxa-192*	262	−0.9	2.6E-08	7.00E-05
WBGene00044213	*Y102A5C.36*	131	−0.9	1.2E-07	2.96E-04
WBGene00014954	*Y102A5C.5*	66	−0.9	7.1E-09	2.40E-05
WBGene00007454	*C08F11.7*	54	−0.9	3.6E-10	1.38E-06
WBGene00015990	*C18H2.3*	120	−0.9	1.3E-16	1.15E-12
WBGene00014454	*MTCE.7*	1917	−0.7	8.3E-06	0.016
WBGene00010958	*ndfl-4*	70	−0.7	8.4E-06	0.016
WBGene00010209	*fbxa-191*	31	−0.7	1.1E-08	3.38E-05
WBGene00007201	*exos-4.1*	947	−0.7	3.1E-05	0.056
WBGene00014472	*MTCE.33*	2190	−0.6	6.5E-04	0.93
WBGene00016953	*C55C3.3*	65	−0.5	1.1E-03	1.00
WBGene00015044	*cyp-34A9*	82	−0.5	1.0E-03	1.00
WBGene00016506	*abhd-5.1*	95	−0.5	1.9E-03	1.00
WBGene00006650	*tts-1*	1948	−0.5	2.8E-04	0.42
WBGene00000754	*col-181*	39	−0.5	3.1E-03	1.00
WBGene00000430	*ceh-5*	332	−0.5	6.2E-03	1.00
WBGene00014672	*C08F11.6*	27	−0.4	7.8E-04	1.00
WBGene00077585	*T01G5.8*	7	−0.3	5.7E-05	0.096
WBGene00202498	*Y60C6A.2*	35	−0.3	2.0E-03	1.00
WBGene00022013	*Y60C6A.1*	59	−0.3	2.1E-03	1.00
WBGene00002013	*hsp-12.6*	164	−0.2	4.4E-03	1.00
WBGene00012790	*Y43D4A.4*	6	−0.2	1.4E-04	0.22
WBGene00015549	*C06G3.3*	24	−0.2	2.9E-03	1.00
WBGene00008396	*D1086.9*	27	−0.2	7.2E-03	1.00
WBGene00017371	*sre-39*	4	−0.2	2.2E-03	1.00
WBGene00020178	*T02H6.8*	4	−0.1	3.5E-03	1.00
WBGene00045311	*Y57G11C.57*	3	−0.1	5.7E-03	1.00
WBGene00044293	*K08D12.7*	3	−0.1	6.2E-03	1.00
WBGene00044390	*ZK177.11*	3	−0.1	7.0E-03	1.00
WBGene00011429	*T04C12.7*	7	−0.1	7.8E-03	1.00

B. *cnd-1(ju29)* transcriptome up-regulated genes (most significant p - value)					
gene_ID	name	base mean	log2 fold change	P-value	P-adj
WBGene00018031	*lgc-34*	1214	1.3	4.30E-16	2.91E-12
WBGene00005832	*F35B3.3*	41	0.9	2.37E-11	1.28E-07
WBGene00014955	*ctc-3*	66934	0.7	6.72E-06	0.015
WBGene00010212	*ZC21.10*	882	0.5	0.003	1.00
WBGene00044213	*cnd-1*	958	0.5	0.004	1.00
WBGene00008677	*col-171*	8	0.1	0.007	1.00
WBGene00004567	*C32E8.4*	3	0.1	0.007	1.00

We also analyzed our data using DEXseq, a variant of the DSeq2 workflow (Anders *et al.* 2017). This analysis compares data sets by aligning individual sequence blocks (exons, alternative transcriptional start sites, and alternative splice sites) and is a sensitive way to identify splice or transcriptional variants between two datasets. Using this approach, *aak-2*, *srw-85*, and *ptrn-1* were found to have at least one significantly different transcript block in *cnd-1**(**ju29**)* mutants when compared to wild type (Figure S2). *aak-2* belongs to the AMP-activated protein kinase (AMPK) family and has roles in DAF-2-mediated insulin signaling, lifespan, and temperature-dependent dauer larva formation (Apfeld *et al.* 2004; Hardie 2014). 

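Coverage was lower along most of *srw-85* in *cnd-1(ju29)*, while the summed FPKM of *aak-2* and *ptrn-1* was similar between the strains. *aak-2*, on chromosome X from 16796087 to 16803372, was at 42.3 ± 4.43 FPKM in wild type and 45.5 ± 2.70 in *cnd-1(ju29)* (SD, n = 3 each). *ptrn-1*, on chromosome X from 17021812 to 17030219, was at 40.5 ± 11.9 FPKM in wild type and 38.9 ± 2.09 in *cnd-1(ju29)* (SD, n = 3 each). Neither gene differed in FPKM, with log2 fold changes of 0.12 (95% interval -0.32 to 0.57) and 0.00 (95% interval -0.60 to 0.60) from limma. For *ptrn-1* the mean coverage was nevertheless lower in *cnd-1(ju29)* in every stretch of exon, at 0.26 to 0.967 times that in wild type. Coverage is not corrected for the depth of the library. The FPKM of the gene sums transcripts of unlike length, so it does not show that *ptrn-1* was unchanged. In *srw-85*, the exon at the 3' end, from 19429440 to 19429647, had a mean coverage of 108 ± 37.8 in wild type and 11.8 ± 5.17 in *cnd-1(ju29)* (SD, n = 3 each). The exon before it, from 19429696 to 19429982, had a mean coverage of 107 ± 45.5 and 2.15 ± 1.96 (SD, n = 3 each). The share of each annotated transcript in its gene's FPKM was taken from the authors' StringTie values, since the exon bins of DEXSeq were not analysed here. Of 12 transcripts of the 3 genes, 3 had shares that did not overlap between the strains, all of *srw-85* (C25F9.1a, C25F9.1b and C25F9.1c), where chance gives 10%. In *cnd-1(ju29)* these shares divide a gene total of at most 1.43 FPKM, with as few as 21 estimated reads in a library, so they do not show a change in the use of transcripts. C25F9.1c was at 5.65, 4.51 and 9.31 FPKM in the wild type libraries and listed at 0 in the *cnd-1(ju29)* libraries (adjusted p = 0.0328 from limma over 23084 transcripts). The *ptrn-1* transcript F35B3.5e held 35.3 ± 40.0% of the gene's FPKM in wild type and 74.8 ± 3.03% in *cnd-1(ju29)* (two-sided exact permutation test, p = 0.4, n = 3 each), with 79.6%, 1.77% and 24.5% in wild type replicates 1, 2 and 3. The smallest p that 3 against 3 samples allow in this test is 0.1. Without wild type replicate 1, 8 of the 12 shares did not overlap between the strains, and without *cnd-1(ju29)* replicate 1, 6 did not.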

In *cnd-1* mutants, the first exon of an internally transcribed *aak-2c* variant is expressed at a significantly higher level (*P* < 0.05), suggesting that CND-1 may repress this internally transcribed variant in wild type animals (Figure S2A).

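The first exon of *aak-2c* had more coverage in *cnd-1(ju29)* relative to the rest of the gene. The transcript *aak-2c* (T01C8.1c) starts inside *aak-2*, and its first exon lies on chromosome X of WBcel235 from 16799707 to 16799870. The coverage of this exon was 100.0 ± 14.5 in wild type and 146 ± 9.86 in *cnd-1(ju29)* (SD, n = 3 each), which is 1.46 times higher. As a percent of the mean coverage of the gene, it was 66.4 ± 5.89% in wild type and 96.2 ± 9.13% in *cnd-1(ju29)* (SD, n = 3 each). The 3 *cnd-1(ju29)* libraries, at 85.8% to 103%, all lay above the 3 wild type libraries, at 62.4% to 73.2% (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). It was the only 1 of 11 stretches of exon of *aak-2* in which the strains did not overlap, where chance gives 10% of stretches, and the paper chose this exon on the same libraries, so this is not independent evidence. The first exon of the longer transcripts, from 16796087 to 16796231, had a coverage of 3.89 ± 1.40 and 4.70 ± 1.96 (SD, n = 3 each). The share of *aak-2c* in the FPKM of the gene was 77.1%, 10.3% and 10.8% in wild type replicates 1, 2 and 3 and 31.4%, 86.8% and 91.4% in *cnd-1(ju29)* replicates 1, 2 and 3 (two-sided exact permutation test, p = 0.2). StringTie has to divide the shared exons between transcripts, and these shares varied within each strain by more than the coverage of the exon did. The relative coverage of stretches of exon was a measure chosen after the transcript shares were seen.

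**Figure D2:**
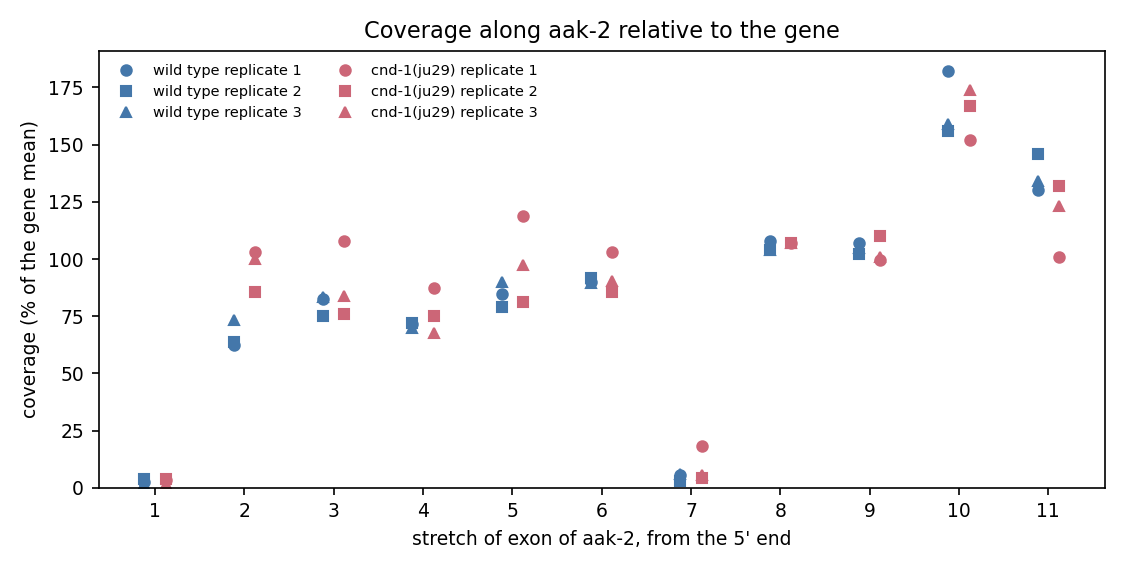
Coverage of the 11 stretches of exon of *aak-2*, from the 5' end, as a percent of the mean coverage of the gene, with wild type in blue, *cnd-1(ju29)* in red and a marker shape for each replicate number. In stretch 2, the first exon of *aak-2c*, the *cnd-1(ju29)* libraries lie at 85.8% to 103% and the wild type libraries at 62.4% to 73.2%.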

DEXseq identification of *ptrn-1* transcript differences were resolved by visual inspection of the *ptrn-1* genomic locus using Integrated Genome Viewer (Robinson *et al.* 2011; Thorvaldsdottir *et al.* 2013). This revealed loss of all gene transcription in the 7-8kb region immediately downstream of *ptrn-1*. 

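Downstream of *ptrn-1*, transcripts that wild type embryos hold were missing from *cnd-1(ju29)* embryos, and more reads were counted at a gene beyond the far breakpoint. *ptrn-1* is on the minus strand of chromosome X, so its downstream region has lower coordinates. The breakpoints that the paper gives for *ken2* are 17015257 and 17022165. Within the last exon of *ptrn-1*, from 17021812 to 17022410, as the files annotate it, 353 of 599 bases lie inside these breakpoints. The coverage of this exon was 127, 31.6 and 47.4 in wild type replicates 1, 2 and 3 and 30.7, 41.0 and 41.1 in *cnd-1(ju29)* replicates 1, 2 and 3, so the 2 strains overlapped. The exons just before it, from 17022460 to 17023094, had mean coverage in *cnd-1(ju29)* of 0.643, 0.689 and 0.679 times that in wild type, without overlap. Relative to the mean coverage of the gene, only the first of these did not overlap (256 ± 16.6% in wild type, 212 ± 44.7% in *cnd-1(ju29)*, SD, n = 3 each). On that scale 5 of 29 stretches of *ptrn-1* were higher and 1 was lower without overlap, where chance gives 10%. F35B3.3 (WBGene00018030) lies outside the deleted region, from 17013462 to 17014028, 1229 bp from the nearer breakpoint. F35B3.3 is annotated on the plus strand. StringTie was run with no strand setting, so reads counted there may come from either strand and cannot be assigned to F35B3.3 itself. F35B3.3 was listed at 0, 0.328 and 0.124 FPKM in wild type replicates 1, 2 and 3 and at 5.08, 5.78 and 8.90 FPKM in *cnd-1(ju29)* replicates 1, 2 and 3. Its log2 fold change was 3.45 (standard error 0.33, adjusted p = 0.038 from limma, or 0.000948 with the replicate number as a block). Without any one library the adjusted p of F35B3.3 was between 0.0281, without *cnd-1(ju29)* replicate 2, and 0.419, without wild type replicate 3, and it was below 0.05 in the first of these alone. The F35B3.3 call was also lost with a pseudocount of 0.1 (0.127), no filter (0.233), a mean FPKM of at least 2 (0.0643), no scaling (0.0506), voom (0.207), the stage covariate (0.224) and without both libraries numbered 2 (0.0505). As a group, the 3 tested genes of this region were not shifted in a common direction against other genes (adjusted p = 0.887 from camera). Members that move in opposite directions cancel in that test. For change in either direction, fry gave an unadjusted p of 0.00154. In this group 1 member was lower and 1 higher at an adjusted p below 0.05, over all genes tested and when adjusted over the list alone.

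**Figure D3:**
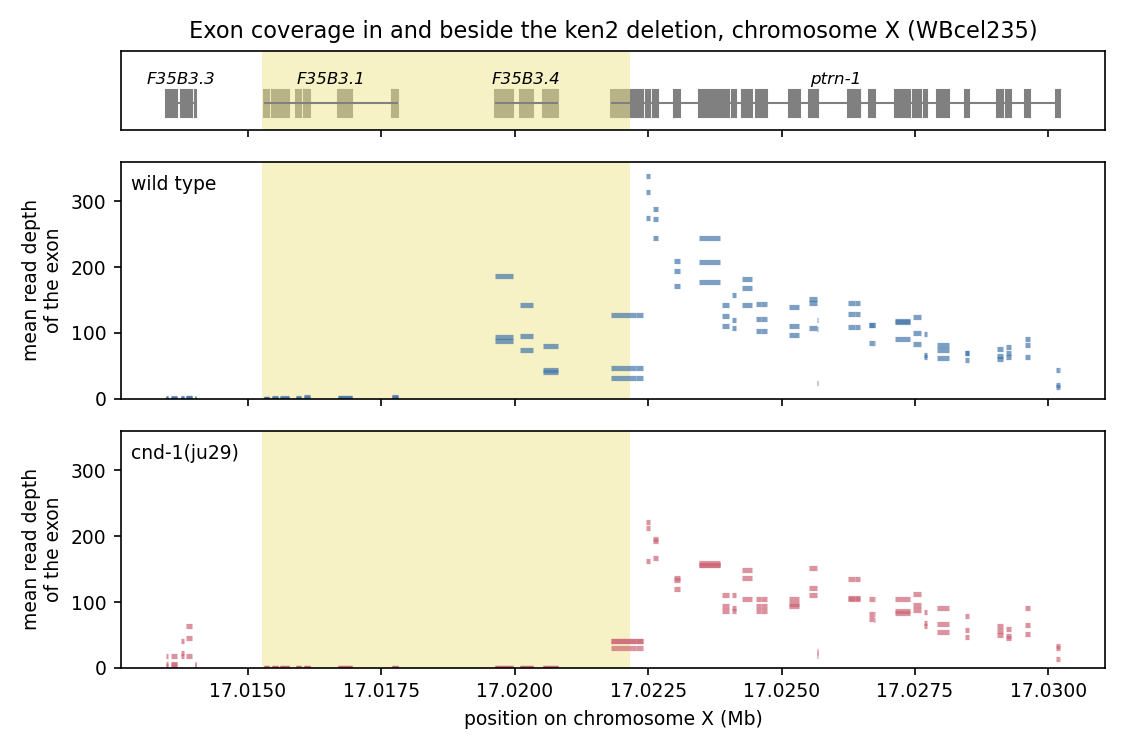
Mean read depth of each exon of F35B3.3, F35B3.1, F35B3.4 and *ptrn-1* in the 3 wild type libraries (blue) and the 3 *cnd-1(ju29)* libraries (red), along chromosome X of WBcel235, with the region between the *ken2* breakpoints shaded. The exons of F35B3.4 have reads in wild type and none in *cnd-1(ju29)*, and those of F35B3.3, left of the shaded region, have more reads in *cnd-1(ju29)*.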

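Of the genes that lie between the *ken2* breakpoints, F35B3.4 was the only one with more than traces of RNA in wild type embryos. F35B3.4 (WBGene00018031) is on chromosome X from 17019623 to 17020805. It was at 19.0, 39.9 and 21.0 FPKM in wild type replicates 1, 2 and 3 and was listed at 0 in all 3 *cnd-1(ju29)* libraries, so no fold change is given. The adjusted p was 0.00359 from limma, the smallest of all genes tested. It was 0.0696 without *cnd-1(ju29)* replicate 3 and between 0.00212 and 0.0387 without any one of the other 5 libraries, and 0.105 with the stage covariate. F35B3.1 (WBGene00018028), from 17015297 to 17017814, was at 0.105, 0.38 and 0.0541 FPKM in wild type replicates 1, 2 and 3 and was listed at 0 in the *cnd-1(ju29)* libraries. At this level it was below the FPKM minimum and was not tested.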

Genomic PCR coupled with Sanger sequencing confirmed this to be a novel 6906bp deletion/ 80bp insertion allele that removes most of the *ptrn-1* 3′ UTR including the poly-adenylation signal, along with three downstream genes (F35B3.1, F35B3.4 and F35B3.10), of which F35B3.1 and F35B3.4 were also differentially expressed in our transcriptome (Figure S2I-L and Table S2). 

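F35B3.10 (WBGene00235180) is annotated on the minus strand of chromosome X of WBcel235 from 17018509 to 17018612. It was listed at 0 FPKM in all 6 libraries, the 3 of wild type and the 3 of *cnd-1(ju29)*, so it gives no comparison between the strains.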

F35B3.10 codes for a predicted snRNA whose transcript was not represented in either wild type or *cnd-1**(**ju29**)* datasets. *ptrn-1* codes for a known neuronal microtubule stabilizing protein (Chuang *et al.* 2014; Marcette *et al.* 2014; Richardson *et al.* 2014), so it is possible that this *ptrn-1**(**ken2**)* deletion may enhance the *cnd-1**(**ju29**)* uncoordinated phenotype and be selected for during out-cross. To control for this possibility, we performed validation assays using the *cnd-1**(**gk718**)* mutation, which is a large deletion allele, predicted to be a null mutant, and was shown by genomic PCR not to contain the *ken2* deletion (Figure S2K).

### cnd-1 controls ceh-5 expression in a subset of neurons

Our comparative transcriptome showed that *ceh-5* was significantly down-regulated in *cnd-1**(**ju29**)* mutants when compared to wild type (Table 1). *ceh-5* is the *C. elegans* ortholog of the mammalian transcription factor ventral anterior homeobox 2 gene (Vax2), which is required for correct dorsoventral patterning of the eye (Take-uchi *et al.* 2003; Liu *et al.* 2008; Alfano *et al.* 2011). 

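The level of *ceh-5* was about 0.552 times the wild type level in *cnd-1(ju29)* embryos. *ceh-5* (WBGene00000430) is on the plus strand of chromosome I of WBcel235 from 9727204 to 9728021, with 3 exons. Its FPKM was 27.3, 17.8 and 21.3 in wild type replicates 1, 2 and 3, with a mean of 22.1 ± 4.77 (SD, n = 3). In *cnd-1(ju29)* it had a mean of 12.2 ± 1.51 (SD, n = 3), from 10.5 in replicate 2 to 13.4 in replicate 1. The estimated reads behind these values were 207 to 556 per library. The 3 wild type libraries all lay above the 3 *cnd-1(ju29)* libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change from limma was -0.80 (standard error 0.26, 95% interval -1.40 to -0.20), with an unadjusted p of 0.0154 and an adjusted p of 1.0. Without wild type replicate 1, the log2 fold change was -0.64 and the unadjusted p was 0.0743. Exons 2 and 3 had coverage in *cnd-1(ju29)* of 0.50 and 0.481 times that in wild type, and exon 1, from 9727204 to 9727360, of 0.681 times. In a newer Ensembl annotation of the same build the start codon of *ceh-5* is at 9727217 to 9727219, behind a 5' UTR of 48 bp.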

A sequence search across the *ceh-5* locus found a single candidate *cnd-1* CATATG E-box binding site about 50bp 5′ to the *ceh-5* translational start site (Figure 1A). To better understand the role of *cnd-1* in controlling *ceh-5* expression, we used a *ceh-5p*::*GFP* reporter gene to compare expression patterns in wild type and *cnd-1* mutants (Figure 1, Table 2) (Reece-Hoyes *et al.* 2007). In wild type L1 larvae, *ceh-5p*::*GFP* showed robust expression in head muscles, a subset of head neurons (including the RME neurons), and five or six cells in the tail including the PVQL/R neurons (Figure 1B). Weak *ceh-5p*::*GFP* expression was also seen in the coelomocytes (asterisks, Figure 1B) and the pharyngeal terminal bulb. In *cnd-1**(**gk718**)* mutants, *ceh-5p*::*GFP* expression was lost from many head neurons including the RMEs, and also the tail neurons (Figure 1C), but was retained in some head muscles and also the coelomocytes. We used quantitative PCR to further validate *ceh-5* transcript levels; these were significantly lower in both *cnd-1**(**ju29**)* and *cnd-1**(**gk718**)* RNA samples, with *gk718* showing lower *ceh-5* transcript levels when compared to *ju29*, suggesting that CND-1(ju29) may retain some function (Figure 1D). Together, these data indicate that CND-1 is necessary for *ceh-5p*::*GFP* expression in a subset of cells including the RME head and PVQ tail neurons, although it is not known if these cells are lost, changing fate, or are merely losing *ceh-5* reporter gene expression.

**Figure 1:**
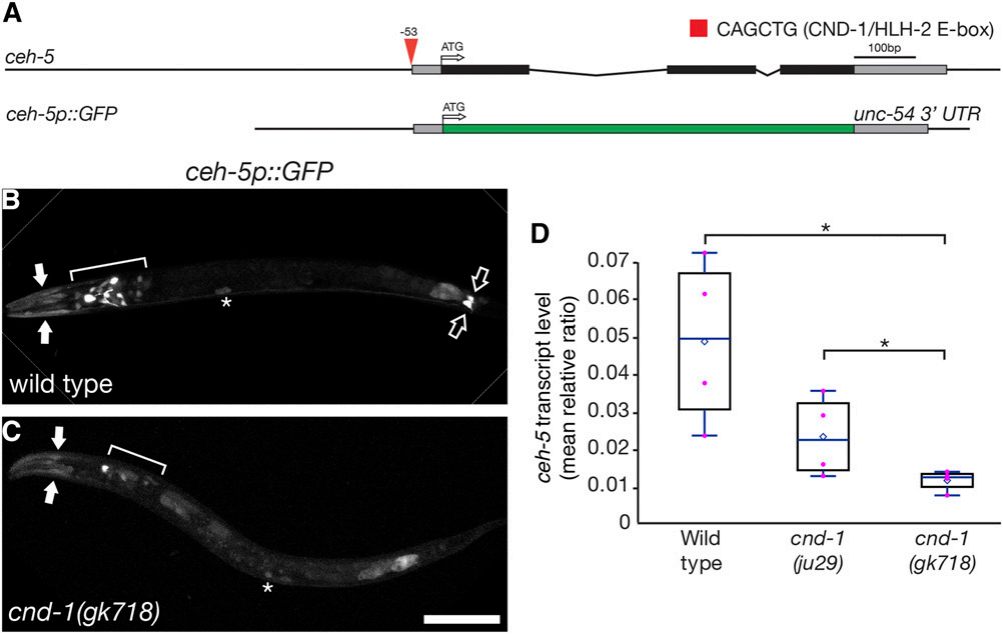
*cnd-1* controls *ceh-5* expression in a subset of neurons. (A) Schematic of the *ceh-5* genomic region showing predicted CND-1/HLH-2 binding site (Grove *et al.* 2009), and structure of the *ceh-5* reporter gene used in this study. (B, C) *ceh-5p*::*GFP* reporter gene expression in wild type (B) and *cnd-1**(**gk718**)* mutants (C). Filled arrows, head muscles; open arrows, PVQL/R neurons; asterisks, coelomocytes. Bracketed regions show RME plus other head neurons. Scale bar = 25μm. (D) Box and whisker plot showing average quantitative RT-PCR levels of *ceh-5* mRNA transcript in wild type, *cnd-1**(**ju29**)* and *cnd-1**(**gk718**)* mutants. Open diamond, average; box shows median, first, and third quartiles. Whiskers show data extremes in 1.5 × interquartile range. Data are relative to *cdc-42* mRNA. * *P* < 0.025, Student’s *t*-test with Bonferroni correction for multiple comparisons.

**Table 2:** Summary of *ceh-5p*::*GFP* expression in L1 larvae. (A) Average number of head neurons, head muscle bundles, and tail neurons observed in wild type and *cnd-1(gk718)* mutants respectively (+/− standard error of the mean). ** *P* < 0.01, Mann-Whitney *U*-test with continuity correction. (B) Percentage of animals showing expression in other tissues. Note that the GFP reporter stain used in this assay was an extra-chromosomal array and showed some expression variability between animals. ** *P* < 0.01, Fisher Exact test

A. *ceh-5p*::*GFP* expression in neurons and head muscles			
Strain	# head neurons	# head muscles	# tail neurons
wild type (n = 11)	12.5 (1.6)	4.0 (0)	2.2 (0.3)
*cnd-1(gk718)* (n = 5)	4.8 (0.8)**	2.2 (0.7)**	0.0 (0)**

B. *ceh-5p*::*GFP* expression in other tissues			
Strain	pharynx	coelomocytes	gut
wild type (n = 11)	100%	73%	100%
*cnd-1(gk718)* (n = 5)	20%**	60%	100%

### CND-1 controls the fate of some cnd-1-expressing cells during embryonic nervous system development

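In the annotation of the files, *cnd-1* (WBGene00000561) is on the minus strand of chromosome III of WBcel235 from 5240593 to 5242108. Exon 1 lies from 5241851 to 5242108, exon 2 from 5241387 to 5241513 and exon 3 from 5240593 to 5240992. Intron 1 is 337 bp long, and intron 2, from 5240993 to 5241386, is 394 bp long. In a newer Ensembl annotation of the same build the coding sequence runs from 5242044 in exon 1 to 5240738 in exon 3, and the 3' UTR takes up the last 144 bp of exon 3. The mean coverage of exon 1 was 45.8 ± 5.72 in wild type and 91.5 ± 20.8 in *cnd-1(ju29)* (SD, n = 3 each). The mean coverage in *cnd-1(ju29)* was 2.00, 1.36 and 1.70 times that in wild type at exons 1, 2 and 3. Relative to the mean coverage of the gene, exon 2 was at 114 ± 10.7% in wild type and 90.8 ± 4.70% in *cnd-1(ju29)* (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow, n = 3 each). Exon 3, which follows the mutated splice acceptor, was at 128 ± 2.73% in wild type and did not differ in *cnd-1(ju29)* (two-sided exact permutation test, p = 0.5, n = 3 each). Reads within introns and the *ju29* base itself were not analysed here.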

The *cnd-1* locus is comprised of three exons spanning a 1.5kb region of chromosome III (Figure 2A). As mentioned previously, the *cnd-1**(**ju29**)* allele used in our transcriptome analysis is a G-to-A transition in the splice acceptor of intron 2 and was predicted to force a splice onto a non-canonical splice acceptor leading to a frame shift (Hallam *et al.* 2000). When *cnd-1* RNA-seq data were viewed using Integrated Genome Viewer, we confirmed that *cnd-1**(**ju29**)* transcripts showed the G-to-A transition at the *ju29* base change and also a 1bp shift in the splice acceptor (Figure 2B, red column at the start of exon 3; Figure 2C; Figure S3). In addition, around 20% of transcripts show inclusion of intron 2, presumably because the *ju29* mutation creates a weak splice acceptor. Figure 2B shows representative read depth across the *cnd-1* locus. 

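The mutated gene itself had more RNA in *cnd-1(ju29)* embryos. The FPKM of *cnd-1* was 23.8, 24.0 and 27.7 in wild type replicates 1, 2 and 3, with a mean of 25.2 ± 2.17 (SD, n = 3). In *cnd-1(ju29)* it was 38.4 and 39.1 in replicates 2 and 3 and higher in replicate 1, with a mean of 44.1 ± 9.41 (SD, n = 3), which is 1.75 times the wild type mean. The estimated reads on the gene were 661 to 1517 per library. All 3 *cnd-1(ju29)* libraries lay above all 3 wild type libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The log2 fold change from limma was 0.80 (standard error 0.24, 95% interval 0.23 to 1.37), with an unadjusted p of 0.0118 and an adjusted p of 1.0. Without *cnd-1(ju29)* replicate 1, which held the highest value, the log2 fold change was 0.58 and the unadjusted p was 0.064.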

In terms of raw reads and when normalized to Fragments per Kilobase Million (FPKM), *cnd-1* transcript levels are almost twice as high in *cnd-1**(**ju29**)* compared to wild type, suggesting that CND-1 may be partially responsible for regulating its own transcript levels via transcriptional repression.

**Figure 2:**
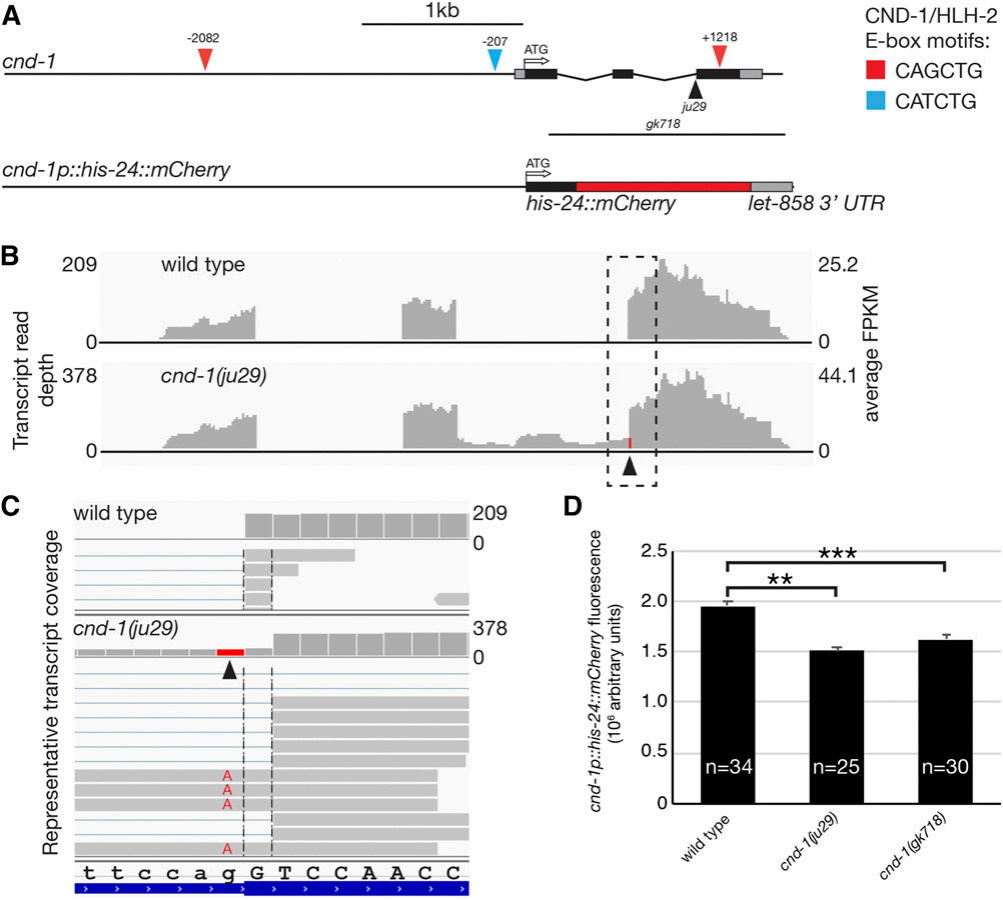
*cnd-1**(**ju29**)* transcript levels are significantly up-regulated when compared to wild type, although embryonic *cnd-1p*::*mCherry* fluorescence is reduced in *cnd-1* mutants. (A) Schematic of the *cnd-1* genomic region showing location of predicted CND-1/HLH-2 binding sites, and the *stIs10055** [cnd-1p*::*his-24*::*mCherry]* reporter gene used extensively in this study. (B) Integrated Genome Viewer output of wild type and *cnd-1**(**ju29**)* RNA-seq reads showing raw transcript depth and average Fold Per Kilobase Million coverage. Arrowhead shows location of the *ju29* mutation. (C) Inset of boxed region in (B), showing representative reads, the *ju29* G-to-A mutation, and the non-canonical 3′ splice acceptor used in the *ju29* mutant. (D) Quantitative fluorescence of *cnd-1p*::*his-24*::*mCherry* expression in comma-stage embryos in wild type, *cnd-1**(**ju29**)* and *cnd-1**(**gk718**)* mutant embryos. Error bars show standard error of the mean. ** *P* < 0.005, *** *P* < 0.0005, Student’s *t*-test with Bonferroni correction for multiple comparisons.

To further explore these data, we performed quantitative confocal microscopy on wild type and *cnd-1* mutant comma stage embryos carrying an integrated *cnd-1p*::*his-24*::*mCherry* transcriptional reporter gene (Murray *et al.* 2012). The comma stage is easily identified during embryonic development and provides a defined time point to quantitatively compare mCherry expression levels. Contrary to what RNA-seq revealed, we found that *cnd-1p*::*mCherry* reporter gene expression was significantly lower in *cnd-1* mutants when compared to wild type (Figure 2D, *P* < 0.005, n = 34, 25, and 30 embryos analyzed for wild type, *cnd-1**(**ju29**)* and *cnd-1**(**gk718**)* mutants respectively). The reason for this discrepancy was unclear but may be assay dependent. For instance, inclusion of intron 2 within the *cnd-1**(**ju29**)* mRNA transcript may increase its representation within the RNA-seq dataset, causing it to appear up-regulated. Alternatively, it may increase the stability of *cnd-1**(**ju29**)* transcripts, causing an apparent up-regulation of RNA levels.

To clarify the role of *cnd-1* during nervous system development, we also analyzed *cnd-1* reporter gene expression in L1 larvae. Only three types of ventral cord motorneuron (cholinergic DA and DB, and GABAergic DD class) are born during embryogenesis and can be easily assayed in young L1 larvae using genetically encoded reporter genes. Previous data showed that *cnd-1**(**ju29**)* mutants exhibit variable loss of all three embryonic motor neuron types (Hallam *et al.* 2000). We examined *cnd-1p*::*mCherry* expression in early L1 larvae, within an hour of hatching, counting nuclei in the retrovesicular ganglion and also the ventral nerve cord (Figure 3). The retrovesicular ganglion is a linear cluster of cells located on the ventral midline of the worm immediately posterior to the pharynx, and contains the anterior most DA, DB and DD motorneurons (DA1, DB1, DB2 and DD1), along with eight additional cells. Wild type animals showed an average of nine *cnd-1p*::*mCherry* nuclei in the retrovesicular ganglion and 10 in the ventral nerve cord (n = 26). As there are 22 motorneurons in early L1 larvae, this suggests that only a subset express the *cnd-1* reporter gene. Based on their location along the ventral nerve cord, co-labeling with *unc-25p*::*GFP* (a known DD neuron marker), and by corroborating against single cell RNA-seq expression data (Packer *et al.* 2019), we tentatively conclude that *cnd-1p*::*mCherry* is expressed in DA1-5, DB1, DB3, and DD1-6 (Table 3 and Figure S4). In *cnd-1**(**ju29**)* mutants, the average number of *cnd-1*-positive cells in the retrovesicular ganglion increased to 10 (*P* < 0.005), although the number of cells in the ventral nerve cord dropped dramatically to around six (n = 19, *P* < 0.001). In *cnd-1**(**gk718**)* mutants, the number of *cnd-1*-positive cells dropped to an average of seven in the retrovesicular ganglion and four in the ventral nerve cord (*P* < 0.0005). When comparing *cnd-1p*::*mCherry* expression between the *cnd-1**(**ju29**)* and *cnd-1**(**gk718**)* backgrounds, both retrovesicular ganglion and ventral nerve cord cell counts are significantly different (*P* < 0.0005 for retrovesicular ganglion cells, and *P* < 0.005 for ventral nerve cord cells). Based on these reporter gene studies, we conclude that CND-1 is required for the fate specification of a subset of embryonic ventral nerve cord neurons, confirming data reported by Hallam *et al.* (2000). In addition, the above data suggests that the CND-1(ju29) protein retains some activity, or in some contexts behaves in a neomorphic manner to affect the developmental outcome of CND-1-dependent cell fates (Figure S4). For this reason, all remaining analyses were performed using the *cnd-1**(**gk718**)* allele.

**Figure 3:**
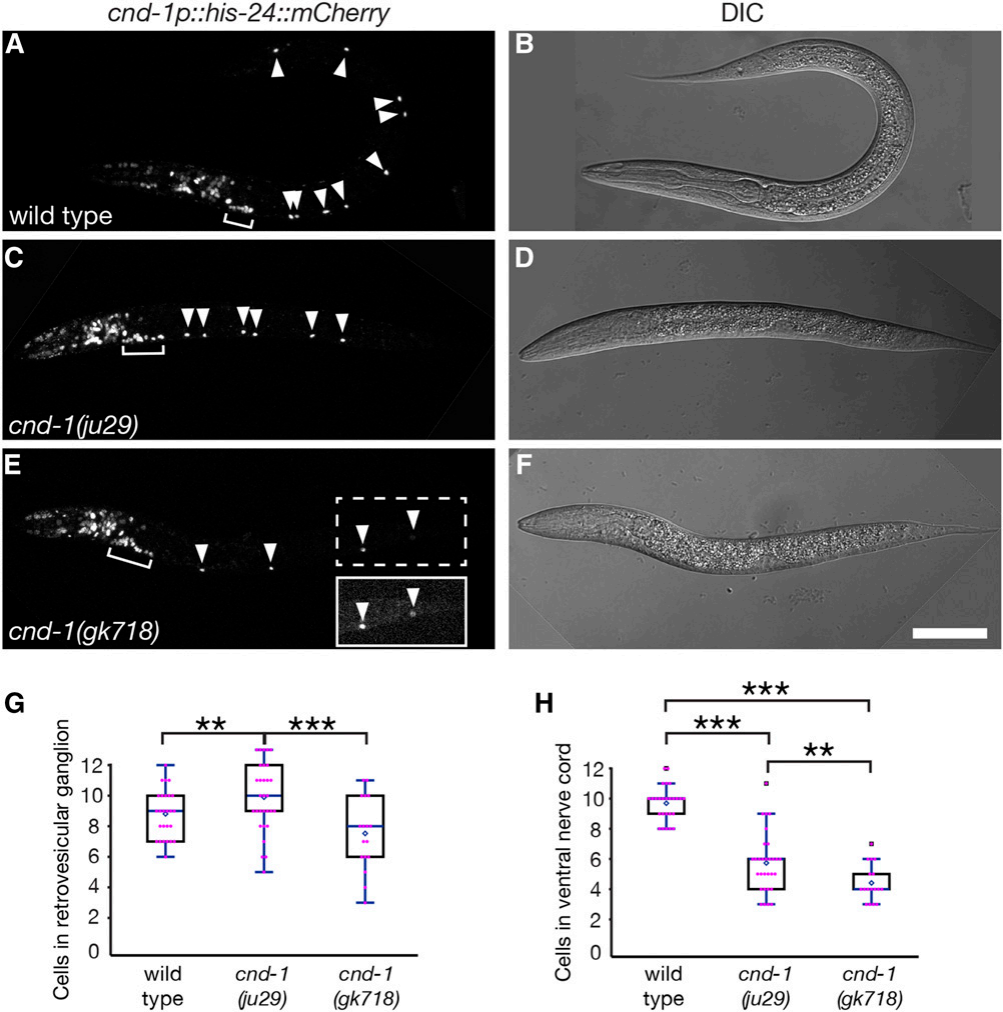
*cnd-1* controls the fate of some *cnd-1*-expressing cells in the retrovesicular ganglion and ventral nerve cord. (A-F) Confocal and DIC micrographs of *cnd-1p*::*his-24*::*mCherry* expression in (A) wild type, (C) *cnd-1**(**ju29**)*, and (E) *cnd-1**(**gk718**)* mutants. (B, D, F) DIC images of the above. Arrowheads show *cnd-1*-positive nuclei in the ventral nerve cord. Bracket shows retrovesicular ganglion. Inset in (E) is contrast-stretched to highlight the two most posterior *cnd-1*-positive neurons. Scale bar in (F) = 25μm. (G, H) Box and whisker plots showing average number of *cnd-1*-positive cells in the retrovesicular ganglion and ventral nerve cord respectively. n = 26, 19, and 17 animals for wild type, *cnd-1**(**ju29**)*, and *cnd-1**(**gk718**)* respectively. Open diamond shows the average; box shows median, first, and third quartiles; whiskers show data extremes in 1.5 × interquartile range with outliers shown beyond. ** *P* < 0.005; *** *P* < 0.0005, Mann-Whitney *U*-test with continuity correction and Bonferroni correction for multiple comparisons.

**Table 3:** *cnd-1* and *unc-25* markers co-express in sub-sets of ventral cord motorneurons. N = 21 wild type animals scored. Cells are listed from left-to-right in the anterior-to-posterior order they appear in L1 larvae. *In two animals, we saw an additional cell body (tentatively identified as RIGL) between DB3 and DA2. ^#^Three animals had *cnd-1*-positive cells at the DB5 location. However, we suspect these are animals where DA4 and DB5 switched position during development

Ventral cord neuron	DB2	DD1	DB1	DA1	DB3	RIGL*	DA2	DD2	DA3	DB4	DA4	DD3
*unc-25p*::*GFP*	0	21	0	0	0	0	0	21	0	0	0	21
*cnd-1p*::*mCherry*	0	21	20	21	18	2	21	21	21	0	18	21

Ventral cord neuron	DB5	DA5	DD4	DB6	DA6	DD5	DB7	DA7	DD6	DA8	DA9	
*unc-25p*::*GFP*	0	0	21	0	0	21	0	0	21	0	0	
*cnd-1p*::*mCherry*	3^#^	21	21	0	0	21	0	0	21	0	0	

### cnd-1 and ceh-13 are co-expressed in a subset of ventral cord motorneurons

Previous work using RNA-seq analysis of FACS-isolated *cnd-1p*::*mCherry*-positive cells showed that Hox gene *ceh-13*/labial transcripts were enriched in *cnd-1*-expressing cells when compared to negative controls (Burdick *et al.* 2016). The *ceh-13* locus has multiple consensus CND-1 E-box binding sites (Figure 4A), raising the possibility that *cnd-1* may control aspects of *ceh-13* transcription. In addition, *ceh-13* mutants exhibit loss of ventral cord motorneurons similar to that seen in *cnd-1* mutants (Stefanakis *et al.* 2015). This led us to investigate the relationship between *cnd-1* and *ceh-13* in controlling embryonic motorneuron cell fate specification. We examined *ceh-13p*::*GFP* and *cnd-1p*::*mCherry* expression in the retrovesicular ganglion and ventral nerve cords of wild type, *cnd-1**(**gk718**)*, *ceh-13**(**sw1**)/**qC1* heterozygotes, and *ceh-13**(**sw1**)* homozygous mutant L1 larvae (Figure 4B-G). *ceh-13**(**sw1**)* is a 1.5kb deletion of that removes most of intron 1, and all of exons 2 and 3 (Figure 4A) and behaves as a recessive null allele (Brunschwig *et al.* 1999). *ceh-13**(**sw1**)* homozygous animals are 97% embryonic lethal, with the remaining 3% of surviving larvae showing strong body morphology defects. We used this phenotype to identify L1 stage *sw1* homozygotes to analyze for *ceh-13p*::*GFP* and *cnd-1p*::*mCherry* expression. In wild type and *ceh-13**(**sw1**)/**qC1* heterozygotes, *cnd-1p*::*mCherry* and *ceh-13p*::*GFP* showed a complex and partially overlapping expression pattern in the retrovesicular ganglion and ventral nerve cord, with around two cells co-expressing *cnd-1* and *ceh-13* in the ganglion and an average of 4.1 (wild type) and 4.7 cells (*ceh-13**/**qC1**)* co-expressing in the ventral nerve cord (Figure 4B-O, Tables 4 and 5). In *cnd-1**(**gk718**)* and *ceh-13**(**sw1**)* homozygotes, the average number of cells co-expressing each marker in the ventral nerve cord dropped significantly to 3.0 and 2.8 for *cnd-1* and *ceh-13* respectively. Both *cnd-1* and *ceh-13* homozygous mutants also showed a significant reduction in cells that expressed *cnd-1p*::*mCherry* only, but not *ceh-13p*::*GFP*. Based on the similarity in phenotypes shown, we conclude that both *cnd-1* and *ceh-13* have roles in controlling a subset of ventral nerve cord cell fates during embryogenesis. We note that the ganglion and ventral cord cell counts in this double reporter gene assay were slightly different from the data reported in Figure 3. However, the data in Figure 3 was captured on a confocal microscope whereas the data in Figure 4 was captured using epifluorescence, which gives slightly lower resolution and may have led to an undercount of cells that were directly adjacent to or behind each other.

**Figure 4:**
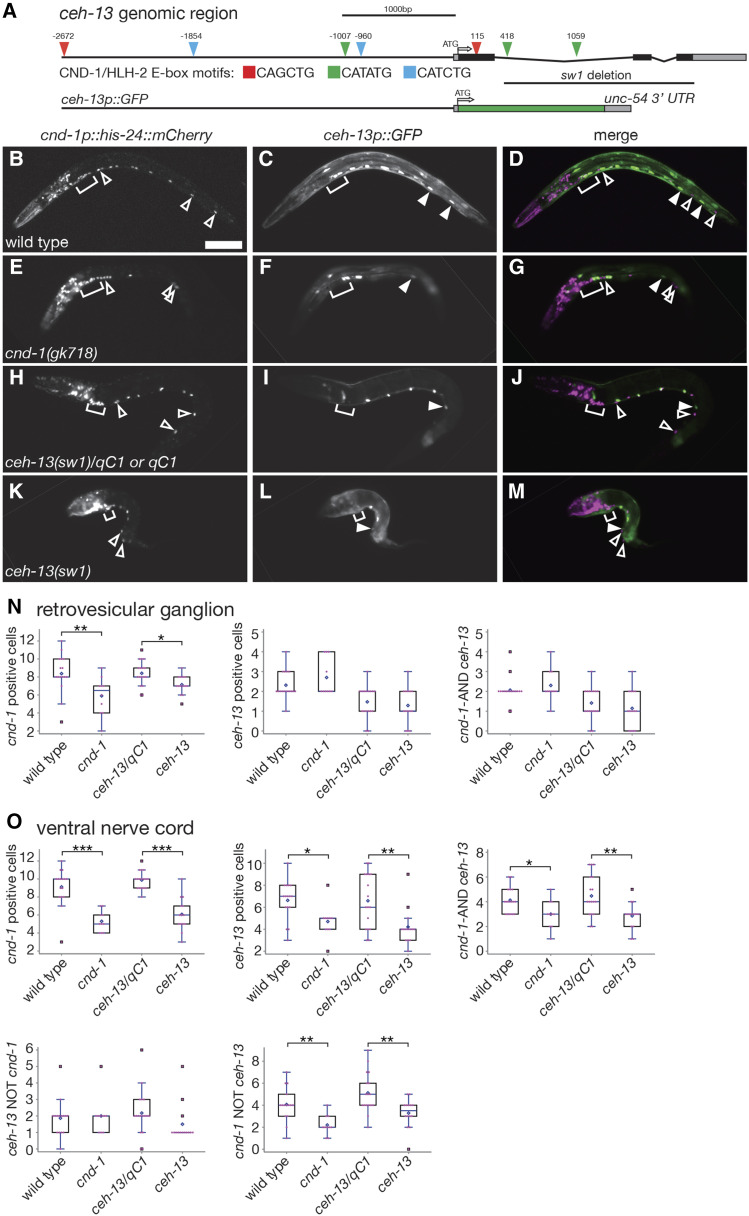
*ceh-13* and *cnd-1* show partially overlapping expression in the ventral nerve cord. (A) Schematic of the *ceh-13* genomic region showing predicted CND-1/HLH-2 binding sites, location of the *ceh-13**(**sw1**)* mutation, and structure of the *ceh-13* reporter gene used in this study. (B-M) Expression patterns of *cnd-1p*::*his-24*::*mCherry* and *ceh-13p*::*GFP* in wild type, *cnd-1**(**gk718**)*, *ceh-13**(**sw1**)/**qC1* (or *qC1*), and *ceh-13**(**sw1**)* mutants. while most VNC cells express both *cnd-1* and *ceh-13*, a distinct subset does not, and multiple cells are absent in both *cnd-1* and *ceh-13* mutants. Open arrowheads, *cnd-1* expressing cells only; filled arrowheads, *ceh-13* expressing cells only; bracket, retrovesicular ganglion. Scale bar in (B) = 25μm. (N, O) Box and whisker plots of *cnd-1* and *ceh-13* reporter genes showing average cell counts in the retrovesicular ganglia and ventral nerve cord respectively. Open diamond shows the average; box shows median, first, and third quartiles; whiskers show data extremes in 1.5 × interquartile range with outliers shown beyond. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001, Mann-Whitney *U*-test with continuity correction.

**Table 4:** *cnd-1* and *ceh-13* markers co-express in mid-body DA and DD ventral cord motorneurons. Percentage of *cnd-1p*::*mCherry* and *ceh-13p*::*GFP*-positive neurons scored each for ventral nerve cord cell assayed. N = 10 wild type animals scored. Cells are listed from left-to-right in the anterior-to-posterior order they appear in L1 larvae. Strains that were highly mosaic for the *ceh-13p*::*GFP* reporter gene were omitted from this analysis

	DA2	DD2	DA3	DA4	DD3	DA5	DD4	DA6	DD5	DA7	DD6
*cnd-1p*::*mCherry*	100	100	100	100	100	100	100	0	100	0	100
*ceh-13p*::*GFP*	50	50	80	90	60	100	40	90	0	80	0

**Table 5:** Summary of *cnd-1p*::*mCherry* and *ceh-13p*::*GFP* expression in L1 larvae. (A, B) Average number of cells showing reporter gene expression in the retrovesicular ganglion and ventral nerve cord respectively (+/− standard error of the mean). * *P* < 0.05; ** *P* < 0.01, *** *P* < 0.001, Mann-Whitney *U*-test with continuity correction (*cnd-1* compared against wild type and *ceh-13* compared against *ceh-13/qC1*). The *ceh-13p*::*GFP* reporter stain used in this assay was an extra-chromosomal array and showed some expression variability between animals

A. Cells in retrovesicular gangion						
	N	*cnd-1p*:: *mCherry*	*ceh-13p*:: *GFP*	*cnd-1* AND *ceh-13*	*ceh-13* NOT *cnd-1*	*cnd-1* NOT *ceh-13*
wild type	16	8.4(0.5)	2.3(0.2)	2.1(0.2)	—	—
*cnd-1(gk718)*	10	5.9(0.7) **	2.7(0.3)	2.3(0.3)	—	—
*ceh-13(sw1)/qC1 or qC1*	17	8.5(0.4)	1.3(0.2)	1.3(0.2)	—	—
*ceh-13(sw1)*	14	6.9(0.3) *	1.2(0.3)	1.0(0.3)	—	—
B. Cells in ventral nerve cord						
wild type	16	9.1(0.5)	6.6(0.4)	4.1(0.3)	1.9(0.3)	4.1(0.4)
*cnd-1(gk718)*	10	5.3(0.4) ***	4.7(0.5) *	3.0(0.4) *	2.0(0.4)	2.2(0.3) **
*ceh-13(sw1)/qC1 or qC1*	17	10.0(0.2)	6.5(0.6)	4.7(0.4)	1.4(0.4)	4.8(0.5)
*ceh-13(sw1)*	14	5.8(0.4) ***	4.2(0.5) **	2.8(0.3) **	1.6(0.3)	3.3(0.4) **

### cnd-1 and ceh-13 function redundantly to induce DD1 and DD2 motorneuron fate

The similarity in *cnd-1* and *ceh-13* loss-of-function phenotypes and their effect on each other’s reporter gene expression suggest that they may function together, either to cross-regulate each other or to specify ventral nerve cord motor neuron fate. To clarify this, we used an *unc-25p*::*GFP* reporter gene (Jin *et al.* 1999) to examine DD motorneuron fate in *cnd-1**(**gk718**)* and *ceh-13**(**sw1**)* single mutants, and *cnd-1**(**gk718**) **ceh-13**(**sw1**)* double mutant L1 larvae (Figure 5). *unc-25p*::*GFP* is expressed in the six DD neurons (annotated in color, Figure 5A), in addition to the four RME head neurons (asterisk, Figure 5A). We also plotted the cell body location of each DD neuron relative to the nose and tail tip, to establish which cells were more sensitive to loss of *cnd-1* or *ceh-13*. Wild type animals showed GFP expression in all six DD neurons (Figure 5B, H), in agreement with previous studies (Jin *et al.* 1999). However, *cnd-1**(**gk718**)* mutants showed an average of 2.5 DD neurons (Figure 5C, H, n = 25, *P* < 0.001), with DD1 and DD2 being retained and DD3-6 being lost. L1 larvae of *ceh-13**(**sw1**)/**qC1* or *qC1* genotype (*i.e.*, those with wild type morphology) showed GFP expression in all 6 DD neurons (n = 21 larvae scored). In contrast, *ceh-13**(**sw1**)* homozygous animals (identified by body morphology defects) showed on average four DD neurons, with DD1 generally being present but with variable loss of DD2-6 (Figure 5E, H, n = 18, *P* < 0.001). *cnd-1* *ceh-13**/**qC1* balanced double mutants again showed a wild type DD neuron induction pattern consistent with both *cnd-1* and *ceh-13* displaying recessive phenotypes (Figure 5F, H). However, 12/20 *cnd-1**(**gk718**) **ceh-13**(**sw1**)* homozygous double mutants showed no DD neuron fate induction, with the remaining animals showing variable induction of one or more DD neurons (Figure 5G, H, n = 20, *P* < 0.001). One animal with body morphology defects had six DD neurons. We speculate that this may have been a *cnd-1* *ceh-13**/**qC1* heterozygous or *qC1* homozygous animal that happened to have a body morphology defect. Overall, this suggests that *cnd-1* is primarily required for fate induction of DD3 through DD6, with *ceh-13* playing only a minor role in this process. In contrast, *cnd-1* and *ceh-13* have redundant roles in DD1 and probably DD2 fate induction, with loss of either transcription factor still allowing robust fate specification. Note that distinguishing between DD2 and DD3 neurons was difficult in some animals, so DD2 fate is likely to be under-counted in *ceh-13* mutants.

**Figure 5:**
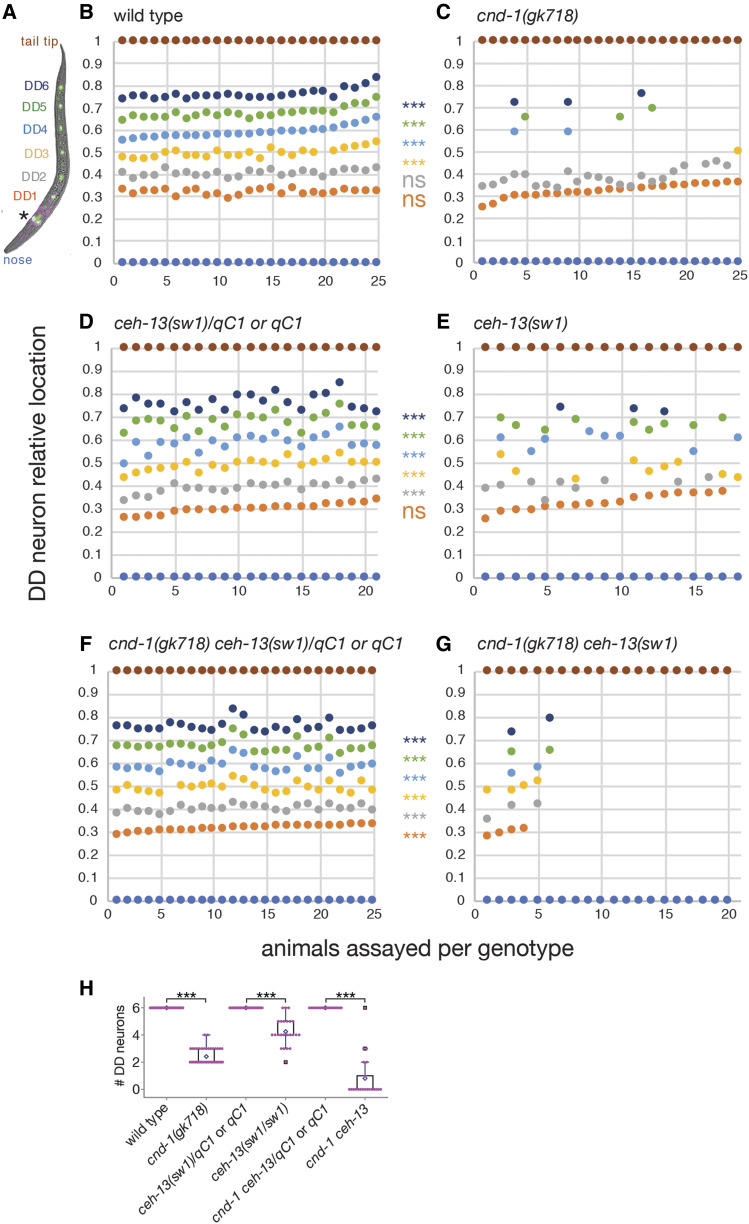
*cnd-1* and *ceh-13* function redundantly to control a subset of DD motorneuron cell fates. (A) Representative image of *unc-25p*::*GFP* and *cnd-1p*::*his-24*::*mCherry* expression in an L1 larva showing DD neuron color key. Asterisk shows RME head neurons. (B-G) Plots of DD neuron relative location in (B) wild type, (C) *cnd-1**(**gk718**)*, (D) *ceh-13**(**sw1**)/**qC1*, (E) *ceh-13**(**sw1**)*, (F) *cnd-1**(**gk718**) **ceh-13**(**sw1**)/**qC1*, and (G) *cnd-1**(**gk718**) **ceh-13**(**sw1**)* L1 larvae. Body morphology defects were used to identify *sw1* or *gk718* *sw1* homozygous animals. *** *P* < 0.001, Fisher exact test, presence *vs.* absence of each DD neuron type between control and experimental group (ns = not significant). (H) Box and whisker plots showing average number of DD neurons in the above strains. Open diamond shows the average; box shows median, first, and third quartiles; whiskers show data extremes in 1.5 × interquartile range with outliers shown beyond. *** *P* < 0.001, Mann-Whitney *U*-test with continuity correction.

### cnd-1 and ceh-13 are redundantly required for setting ventral nerve cord cell number

Our data above indicate that both *cnd-1* and *ceh-13* have roles in regulating expression of *unc-25p*::*GFP*, a reporter gene for GABAergic terminal fate specification of DD motorneurons. However, loss of *unc-25p*::*GFP* expression does not necessarily mean loss of neural fate induction. For instance, DA2-DA5 cholinergic motorneurons share the same great-grandmother cell that gives rise to the DD neurons, raising the possibility that DD cells might switch fates in *cnd-1* or *ceh-13* mutants (Sulston *et al.* 1983). To address this possibility, we examined DD fate induction using *unc-25p*::*GFP* in the presence of pan-neuronal terminal fate marker *rab-3p(prom1)*::*2xNLS*::*TagRFP* (Stefanakis *et al.* 2015). Wild type animals (n = 37) showed an average of 24 ventral nerve cord cells, of which six were *unc-25p*::*GFP*-positive consistent with our previous data (Figure 6A - C). However, in *cnd-1**(**gk718**)* mutants (n = 46), only 20 ventral cord cells were observed (Figure 6D - F, *P* < 0.001 compared to wild type). In addition, they showed a parallel loss of around four DD cells similar to Figure 5C and 5H. *ceh-13**(**sw1**)* homozygous mutants (n = 24) showed similar phenotypes, with 21 ventral cord cells counted compared to 25 in *sw1**/**qC1* balanced heterozygotes (n = 33) (Figure 6G - L, *P* < 0.001). Finally, *cnd-1**(**gk718**) **ceh-13**(**sw1**)* double homozygous mutants (n = 20) showed around 18 cells in the ventral cord when compared to an average of 24 cells in *gk718* *sw1**/**qC1* balanced heterozygotes (n = 24) (Figure 6M - R). Figure 6S and 6T summarize average DD neuron and ventral cord motorneuron counts for the above assays. Overall, the difference in ventral cord neuron count parallels the loss of DD neurons observed in *cnd-1* and *ceh-13* mutant backgrounds and argues against a change of DD neuron fate to another neuronal cell type.

**Figure 6:**
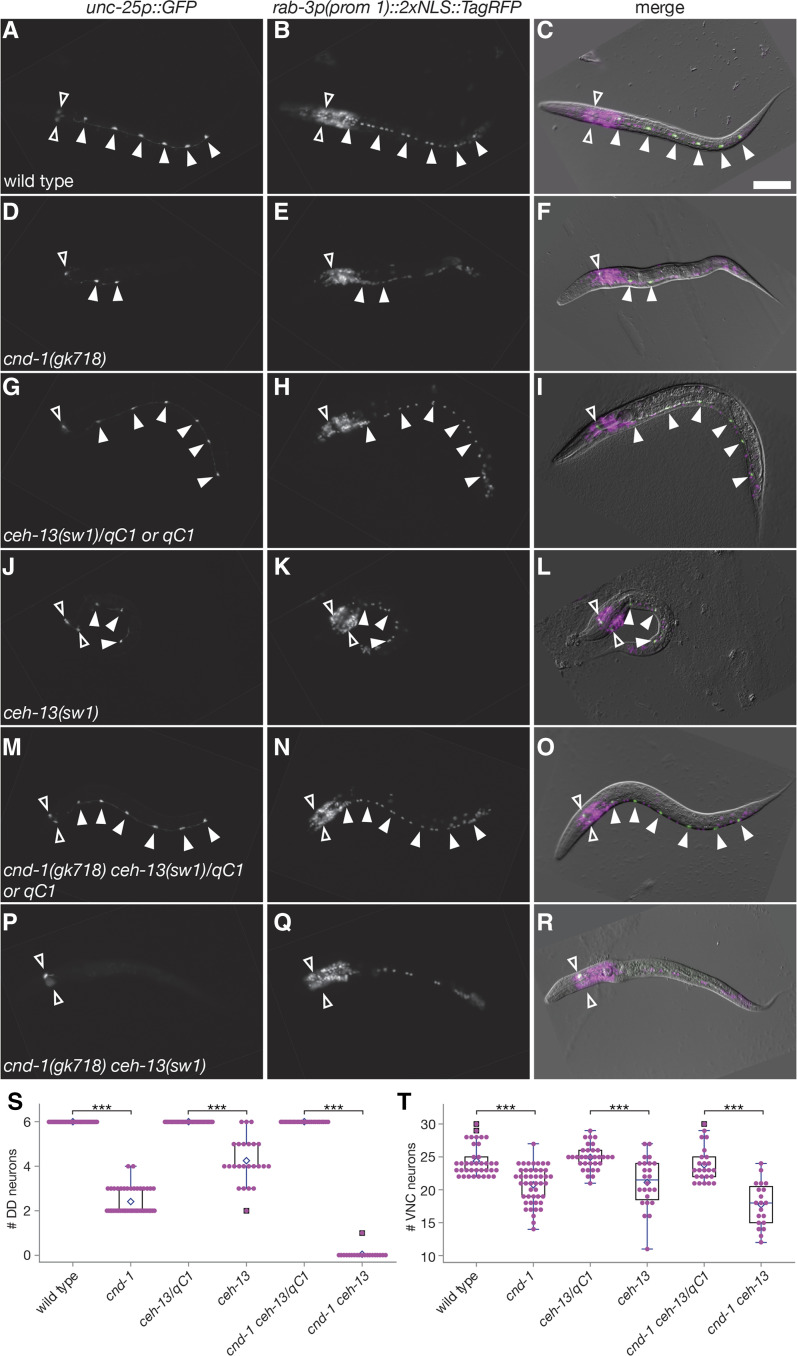
*cnd-1* and *ceh-13* control the birth of DD motorneurons but have no obvious role in DA or DB motorneuron birth. (A-R) Representative images of DD neurons (identified by *unc-25p*::*GFP* expression) and all ventral cord motorneurons (identified by *rab-3p(prom 1)*::*2xNLS*::*TagRFP* expression) in (A-C) wild type, (D-F) *cnd-1**(**gk718**)*, (G-I) *ceh-13**(**sw1**)/**qC1*, (J-L) *ceh-13**(**sw1**)*, (M-O) *cnd-1**(**gk718**) **ceh-13**(**sw1**)/**qC1*, and (P-R) *cnd-1**(**gk718**) **ceh-13**(**sw1**)* L1 larvae. Body morphology defects were used to identify *sw1* or *gk718* *sw1* homozygous animals. Filled arrowheads show DD motor neurons; open arrowheads show RME head neurons, which also express the *unc-25p*::*GFP* reporter. Scale bar in (C) = 25μm. (S, T) Box and whisker plots showing average number of (S) DD neurons and (T) all ventral cord motorneurons in the above strains. Open diamond shows the average; box shows median, first, and third quartiles; whiskers show data extremes in 1.5 × interquartile range with outliers shown beyond. *** *P* < 0.001, Mann-Whitney *U*-test with continuity correction.

## Discussion

### The role of cnd-1 as a proneural transcription factor

Our comparative transcriptome data expand on *cnd-1*’s role as a proneural transcription factor, identifying the homeobox gene *ceh-5* as a novel downstream target of *cnd-1* (Figure 1). We find that *cnd-1* controls *ceh-5* gene expression in the RME neurons, suggesting that *ceh-5* may function as a terminal selector transcription factor in this cell type. Analysis of publicly available single-cell RNA-seq data allows us to contextualize the relationship between *cnd-1* and *ceh-5* (Packer *et al.* 2019). Figure 7 shows sub-lineages of single-cell RNA-seq data visualized using the Viscello package. Onset of *cnd-1* expression in the RME parent cell lineages (Figure 7A) occurs at the same time as onset of *ceh-5* expression (Figure 7B). However, our *ceh-5p*::*GFP* reporter gene data suggests that *cnd-1* controls *ceh-5* expression in the RME neurons. It may be that the single-cell RNA-seq data lacks the temporal resolution to define when one transcription factor is transcribed relative to another. Alternatively, *cnd-1* and *ceh-5* may function collaboratively to maintain *ceh-5* expression, for instance in other head neuron and muscle cell types, where we see *ceh-5p*::*GFP* expression drop but is not eliminated in *cnd-1* mutants. It should be noted that some aspects of RME neuron fate appear to be preserved in *cnd-1* mutants as they continue to express *unc-25p*::*GFP* (a known RME marker gene), even when *unc-25p*::*GFP* is lost in posterior DD neurons (Figure 5 and 6). This suggests that *ceh-5* may control a sub-module of RME terminal fate but not the actual fate of the neuron itself. The co-expression of *cnd-1* and *ceh-13* in terminal fate cells such as the RMEs may be predictive of *cnd-1*’s ability to control *ceh-5* expression in other neurons. Viscello data shows that these two transcription factors are co-expressed in RIVL/R, FLPL/R and PVQL/R neurons (Packer *et al.* 2019). Our data shows that *cnd-1**(**gk718**)* mutants lose *ceh-5p*::*GFP* expression in PVQ neurons, supporting this hypothesis. Overall, our data adds to previously published work, placing *cnd-1* as a proneural transcription factor upstream of *ceh-5*, *unc-3*, *unc-4*, and *unc-47*, to control aspects of RME, PVQ, DA, DB, and DD neuron fate respectively (Miller *et al.* 1992; Jin *et al.* 1994; Prasad *et al.* 1998; Kratsios *et al.* 2011).

**Figure 7:**
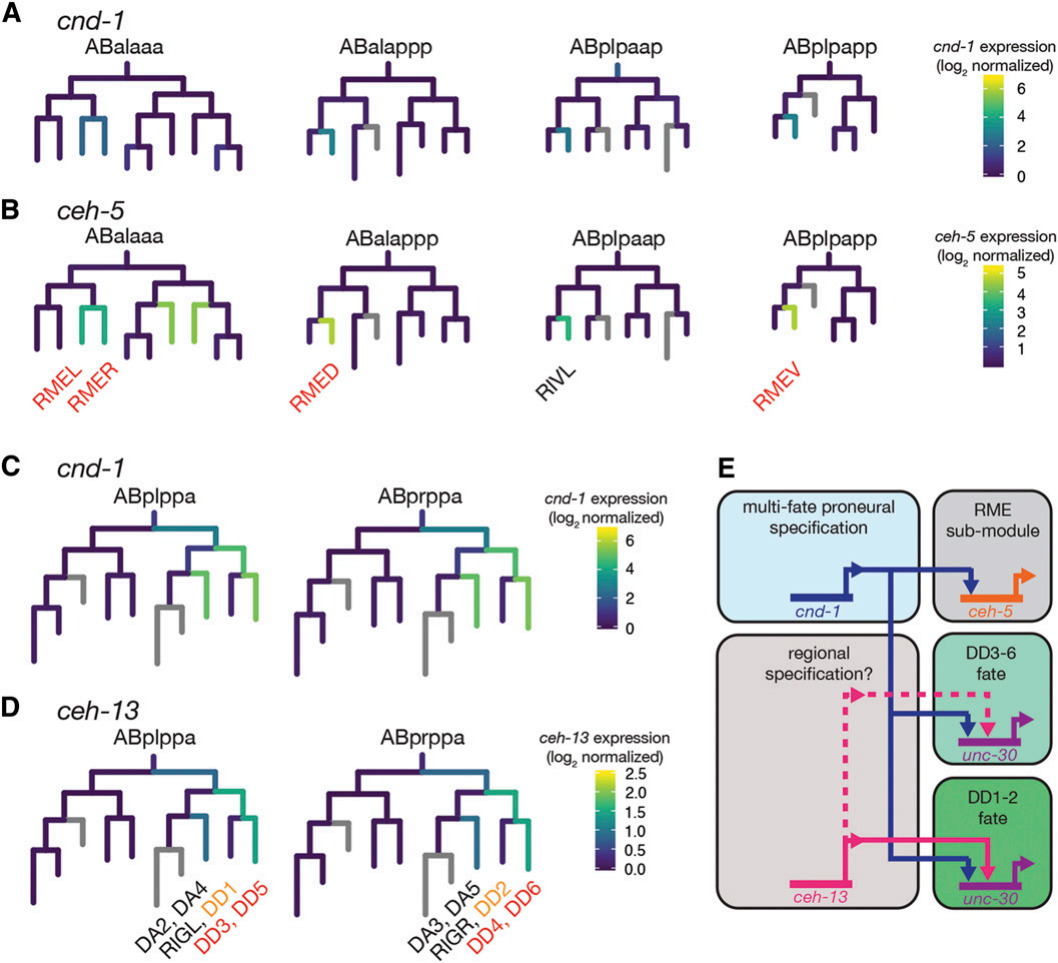
Summary of *cnd-1**’s* role in controlling a *ceh-5*-dependent RME sub-module and DD motorneuron fate. (A - D) Single-cell RNA-seq expression lineages of (A, C) *cnd-1*, (B) *ceh-5*, and (D) *ceh-13* expression. Data derived from Packer *et al.* (2019) and visualized using the Viscello data display tool (https://cello.shinyapps.io/celegans/). Co-expression of *cnd-1* and *ceh-5* transcripts occurs in all RME-class neurons. We find that *ceh-5p*::*GFP* expression in RME neurons is lost in *cnd-1**(**gk718**)* mutants suggesting that *cnd-1* is responsible for driving *ceh-5* expression in these cells. Based on the above expression overlap, we predict that *cnd-1* also controls *ceh-5p*::*GFP* expression in RIVL/R. Note that *ceh-5* does not control RME neuron fate, because those cells can still be visualized using an *unc-25p*::*GFP* reporter gene. Similarly, *cnd-1* and *ceh-13* are co-expressed in DD3-6 motorneurons but not in DD1 and DD2. *unc-25p*::*GFP* expression in DD3-6 is primarily controlled by *cnd-1*, with a weak contribution from *ceh-13*. However, *unc-25p*::*GFP* expression in DD1 and DD2 is redundantly controlled by both *cnd-1* and *ceh-13*. An alternative interpretation is that both *cnd-1* and *ceh-13* are required for successful induction of ABpl/rppapp fates. Loss of these genes may mean that this cell division is lost, leading to a default anterior fate that permits aspects of DA2-6 to be specified normally but leads to loss of all DD neurons. (E) model summarizing *cnd-1*, *ceh-5*, and *ceh-13* function in the control of RME sub-module transcription and DD neuron fate specification.

### CND-1 regulation of cnd-1-expressing cells

Our RNA-seq data shows that *cnd-1* transcription appears to be up-regulated in *cnd-1**(**ju29**)* animals (Table 1B, Figure 2B and C). While there is evidence of intron inclusion, it does not appear to be sufficient to explain the almost twofold increase in *cnd-1**(**ju29**)* transcript levels. We postulate that the intron inclusion may positively affect transcript stability, leading to higher levels of transcript for longer. We used two separate reporter gene assays to further explore the role of *cnd-1* in nervous system development. First, quantitative imaging of *cnd-1p*::*his24*::*mCherry* in comma-stage embryos shows reduced *cnd-1* expression in the two *cnd-1* mutant alleles examined. Second, *cnd-1p*::*his24*::*mCherry* and *unc-25p*::*GFP* assays in ventral cord motorneurons reveals significantly lower cell counts in *cnd-1* mutants, with *cnd-1**(**ju29**)* mutants displaying strong DD neuron induction defects, although not as strong as those seen in *cnd-1**(**gk718**)* mutants. This indicates that *cnd-1* is required for the fate specification of cells that normally express *cnd-1*. Whether this is via a self-regulatory mechanism is not known.

### CND-1 functions redundantly with CEH-13 to specify DD1 and DD2 cell fate

Our data corroborate previous work showing that loss-of-function in the Hox gene *ceh-13*/labial leads to loss of ventral cord motorneurons in a manner similar to that seen in *cnd-1* mutants (Hallam *et al.* 2000; Stefanakis *et al.* 2015). While *ceh-13* is not significantly different in our whole embryo RNA-seq dataset, a previous RNA-seq study, using Fluorescence-Activated Cell Sorting to enrich for *cnd-1*-labeled embryonic cells, revealed that *ceh-13* transcripts are up-regulated in that tissue relative to background (Burdick *et al.* 2016). This led us to investigate the genetic interaction between these two highly conserved transcription factors with regard to DD neuron fate specification (Figures 5 and 6). 

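*ceh-13* (WBGene00000437), the Hox gene of the labial class, is on chromosome III of WBcel235 from 7555660 to 7558208. In whole embryos its FPKM was 85.8, 61.1 and 66.9 in wild type replicates 1, 2 and 3, with a mean of 71.3 ± 12.9 (SD, n = 3). It was 97.6, 52.5 and 68.6 in *cnd-1(ju29)* replicates 1, 2 and 3, with a mean of 72.9 ± 22.8 (SD, n = 3). The log2 fold change from limma was 0.02 (standard error 0.29, 95% interval -0.66 to 0.70), with an unadjusted p of 0.953. The interval leaves room for a change of up to 0.70 on the log2 scale. The libraries enriched for *cnd-1*-labeled cells were not analysed here.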

While both genes show similar loss-of-function DD neuron phenotypes, there are subtle differences. In *cnd-1**(**gk718**)* mutants, cell fate specification of DD1 and DD2 ventral motorneurons appears normal, whereas DD3-6 are generally eliminated (Figure 5B and C). However, *ceh-13**(**sw1**)* mutants show a weaker, variable loss of DD3-6, but with robust induction of DD1 and perhaps DD2. Analysis of *cnd-1**(**gk718**) **ceh-13**(**sw1**)* double mutants reveals a striking synergy with almost complete loss of all DD neurons (Figure 5F and G). This is not due to a change of cell fate, as analysis of all ventral nerve cord cells shows a corresponding cell count difference that mirrors the loss of DD neurons (Figure 6). Based on total ventral cord cell counts, we tentatively conclude that DA and DB motorneurons are not obviously affected by loss of *cnd-1* and/or *ceh-13*. This is in contrast to previously published work showing less cholinergic DA and DB ventral cord neurons when labeled by *acr-2p*::*YFP* (Hallam *et al.* 2000). One possible explanation for this discrepancy may be the transgenes used to label the cells. Hallam *et al.* (2000) used *acr-2p*::*YFP* and *unc-25p*::*GFP* (which are driven from a cholinergic receptor and glutamate decarboxylase promoter sequences respectively) to label all embryonic motorneurons and reported that some *cnd-1**(**ju29**)* ventral cord cells lacked expression of both reporters. Despite this, those cells were apparently present, based on the stereotyped location of cell bodies and nuclei identified using Differential Interference Contrast microscopy. The reporter gene used in our assay was driven from a *rab-3* promoter element that was previously shown to label all neurons apart from the CAN associated neurons (Stefanakis *et al.* 2015). It may be that all DA and DB type neurons are born in *cnd-1* and/or *ceh-13* mutants but lack a complete battery of terminal selectors leading to apparent loss of identity, depending on the reporter gene used to label that cell.

Figure 7C and D shows the relationship between *cnd-1* and *ceh-13* transcript expression as identified via single-cell RNA-seq (Packer *et al.* 2019). Similar to the relationship between *cnd-1* and *ceh-5*, there does not appear to be any temporal sequence in their expression. Intriguingly, this visualization shows loss of *cnd-1* and *ceh-13* expression in the DD1 and DD2 mother cells (ABplppappa and ABprppappa respectively). We speculate that this renders DD1 and DD2 resistant to changes in either *cnd-1* or *ceh-13* expression, such that both cells are correctly specified in either single mutant background. Perhaps loss of both *cnd-1* and *ceh-13* promotes premature cell cycle exit in DD mother cells (as postulated by Hallam *et al.* 2000), preventing any DD neurons (and presumably RIGL and RIGR) from being born. While the DA2-5 mother cells express *cnd-1* and *ceh-13*, their grandparents (ABplppapa and ABprppapa) only express *cnd-1* (and at a lower level than the posterior daughter). This raises the possibility that this anterior branch of the lineage is less sensitive to these transcription factors and may give rise to a default set of cell fates, which means that DA2-5 are born whereas DD1-6 are lost. Figure 7E summarizes our analysis on the genetic interactions between *cnd-1* and *ceh-13* and the sub-fate terminal selector transcription factors *ceh-5* in RME and *unc-30* in DD neurons respectively. *unc-30* was previously reported to control the GABAergic neurotransmission module of DD and RME neurons (Eastman *et al.* 1999). While our RNA-seq assay does not reveal significant changes in *unc-30* expression, it may have been below the threshold for statistical significance.

How the deposited data were processed for this re-analysis (not part of the article)

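RNA from mixed stage embryos of N2 wild type and *cnd-1(ju29)* was measured by RNA-seq, with 3 samples of each strain. The libraries were numbered 1, 2 and 3 within each strain and were sequenced together in 1 lane. The authors checked read quality with FastQC 0.11.5, aligned the reads to WBcel235 with HISAT2 2.1.0, sorted them with SAMtools 1.5 and ran StringTie 1.3.3 on each library against the Ensembl 84 annotation, limited to annotated transcripts and with no strand setting. Without a strand setting, reads from genes that overlap on opposite strands cannot be told apart. Each deposited abundance table holds 3 kinds of value per gene, which the authors made with StringTie. The deposited coverage is the mean read depth per base and is not corrected for the depth of the library. The FPKM values that the authors deposited are corrected for the length of the transcript and the depth of that library. The TPM values that the authors deposited sum to the same total in each library. The deposited transcript files hold the same values per transcript, and coverage per exon. No pooling of replicates and no scaling between libraries had been applied by the authors to these values. The authors' own test used DESeq2 1.16.1 on read counts derived from the same StringTie output, and those counts were not analysed here.

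The rest was computed from the deposited values with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and with R 4.3.3 and limma 3.58.1. FPKM was summed over the entries of a gene ID, of which 5 to 11 gene IDs per library had more than 1. It was scaled between libraries by median-of-ratios factors of 0.939 to 1.035. Genes with a mean scaled FPKM of at least 0.5 over the 6 libraries entered limma on log2(scaled FPKM + 0.5), with an intensity trend in the moderated test (prior degrees of freedom 3.827, residual degrees of freedom 4). Fold changes are on this log2 scale and understate the change of genes with low FPKM. P-values are two-sided and adjusted by the Benjamini-Hochberg method over the 16327 genes tested. For single values the exact permutation test was used, which cannot give a p below 0.1 with 3 against 3 samples. Shares of transcripts and coverage of exons came from the authors' transcript values. Exact 0 values in FPKM may be failed estimates, so such genes are said to be listed at 0. Depth was estimated as coverage times transcript length divided by the read length of 100 bp, and was 33084300 to 35689734 reads per library.

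The 6 libraries had Pearson correlations of log2 values between 0.905 and 0.979. Of the genes above 0 FPKM in at least 1 library of a pair, at most 9 had exactly equal FPKM in both, so none of the 6 is a copy of another. The highest correlation was between wild type replicate 2 and *cnd-1(ju29)* replicate 2. The paper's text does not say whether the samples with the same number share a culture or a day. Their deviations from the strain means correlated at 0.53, 0.71 and 0.15 for numbers 1, 2 and 3. Each of these is above the minimum of 0.1 that was set for pairing, so the numbers were taken to pair the samples, from the data and not from the design. Both libraries numbered 3 deviated more like the library numbered 1 of the other strain, so this pairing is uncertain. The block is an alternative fit and not a known design. The fit with the replicate number as a block is therefore given where it changes a call or moves a count of calls by more than 1.5 times.

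The genes named in the text were chosen by a rule. It took the fixed list of genes named in the paper, genes of Table 1, the 10 genes with the smallest p in each direction, and up to 4 members of each gene list. Among the 10 genes per direction, those not past an adjusted p below 0.05 are said not to pass. The values in Table 1 had been seen when the rule was written. The 20 gene lists, which hold 387 gene names of which 385 were found, were fixed along with the rule, the tests and most of the alternative settings before the data were examined. The lists cover GABAergic and cholinergic motor neurons, proneural bHLH genes, Hox genes, neuronal identity transcription factors, pan-neuronal genes, body wall muscle, pharynx, intestine, epidermis, maternal and oocyte genes, early zygotic genes, late embryo cuticle and matrix, yolk and adult intestine, sperm, mitochondrially encoded genes, stress and DAF-16 targets, nuclear ribosomal RNA, the *ken2* region, and the genes named in the paper. Lists with at least 3 tested genes, 18 of the 20, were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. None of the 8 lists called with the preset correlation held with the estimated correlation or with fry. Transcription factor genes were taken by name, since the paper's text does not give its list. Neighbouring genes on a chromosome that both had an unadjusted p below 0.01 in the same direction were counted and set against 10000 random relabellings of the tested genes.

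The tests were run on simulated data with known changes for the comparison of *cnd-1(ju29)* with wild type over 16327 genes. At an adjusted p below 0.05 they called 18%, 80%, 92% and 96% of genes given a log2 change of 1, 2, 3 and 4, and 5 unchanged genes. At an unadjusted p below 0.05 they called 4.88% of the unchanged genes. The list test called 3 of 3 shifted lists and 0 of 27 unshifted ones. Each simulated gene was drawn on its own, without correlation between genes. In the real libraries the estimated correlation was 0.41 in the GABAergic, 0.49 in the maternal and 0.94 in the ribosomal RNA list. The share of real genes at an unadjusted p below 0.05 was 0.857%. The simulation therefore cannot show how often these tests call unchanged genes or lists in the real libraries. The count of neighbours found 20 of 20 planted pairs, and 0 pairs where none were planted.

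The alternatives were another pseudocount, no filter or a stricter one, TPM, no scaling, quantile normalization, voom on estimated reads, no intensity trend, the replicate block, a stage covariate, which is the mean of the late embryo cuticle and matrix list minus that of the maternal and oocyte list in each library, and each library left out in turn. A second stage covariate, from the pharynx and early zygotic lists, a fit without both libraries numbered 2, the block for the count of neighbours and the relative coverage of exons were added after seeing the data. Coordinates of genes and exons are those of the files (WBcel235), and codon and UTR positions come from the Ensembl 115 annotation of the same build. Reads, DEXSeq exon bins, splice junctions and genome sequence were not analysed here.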

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

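The tests of the neighbouring genes against overlapping gene models, the *ken2* deletion and linked differences, all tests of the spread of libraries and of the mitochondrial genes, and the counts over other splits of the libraries for genes and gene lists were chosen after the results were seen. The count of neighbouring genes itself, and the splits for transcription factor genes and for neighbouring genes, were planned.

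Genes that changed together lay next to each other, in places other than the *ken2* region. Outside that region, which the paper describes, 5 pairs of neighbouring genes had an unadjusted p below 0.01 and the same direction, where relabelled genes gave 0.0267 pairs on average and 2 at most (one-sided p = 0.0001, the smallest that 10000 relabellings can give). The relabelling treats neighbouring genes as independent of each other. Its p therefore cannot tell an effect of the strain from neighbours that vary together for other reasons. Splits of the libraries that do not follow the genotype gave 0 to 494 such pairs. The 5 pairs are at genes whose position the paper does not discuss. The pairs are C08F11.6 with C08F11.7 on chromosome IV, *fbxa-191* with *fbxa-192* and Y102A5C.36 with Y102A5C.5 and Y102A5C.6 on chromosome V, and *ndfl-4* with MTCE.7 in the mitochondrial genome, and all 9 genes were lower in *cnd-1(ju29)*. Reads shared between overlapping gene models are excluded because 0 of the 5 pairs overlap, with gaps of 114 to 880 bp, while an indirect effect of the *ken2* deletion remains open, since none of the pairs holds a gene of its region and leaving that region out therefore tests nothing. Linked sequence differences between the strains, such as other deletions or diverged segments, remain open, since 4 of 4 runs of adjacent genes were lower (two-sided exact binomial p = 0.125) and 4 runs are too few for a decision; a first version of this test counted all 9 genes, which are not independent within a run, and gave p = 0.00391. A biological explanation, regulation of a chromosomal domain by *cnd-1*, was not tested.

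The libraries spread along an axis that does not follow the genotype. The first component held 65.4% of the variance and ran from *cnd-1(ju29)* replicate 1 (-71.2) to *cnd-1(ju29)* replicate 2 (60.1), with wild type replicates 1, 2 and 3 at -15.6, 58.1 and 5.33. Over the 6 libraries the mean of the pharynx list was lower where that of the early zygotic list was higher (Pearson r = -0.95, permutation p = 0.00278, adjusted p = 0.00463 over 5 relations; Spearman rho = -1.0, permutation p = 0.00278; r = -0.94 without the 2 libraries farthest from the median), and the component followed the pharynx minus the early zygotic list (r = 0.98, permutation p = 0.00139, adjusted p = 0.00347; rho = 1.0, permutation p = 0.00278; r = 0.99 without those 2) and the pan-neuronal list (r = 0.96, permutation p = 0.00139, adjusted p = 0.00347; rho = 1.0, permutation p = 0.00278; r = 0.99 without those 2). It did not follow the other contrast of ages, late cuticle minus maternal genes (r = 0.15, permutation p = 0.754, adjusted p = 0.786; rho = 0.43, permutation p = 0.419; r = 0.71 without those 2), so different mixes of embryo ages remain open. Library size is excluded as the cause, since the component did not follow the estimated reads (r = 0.12, permutation p = 0.786, adjusted p = 0.786; rho = 0.26, permutation p = 0.658; r = 0.01 without those 2), while a batch or day shared by libraries with the same number remains open, since 2 of 6 libraries, both numbered 3, deviated more like a library numbered 1 of the other strain, but the component minus its mean in the strain had the same order of numbers in both strains, at -31.5, 42.2 and -10.6 in wild type replicates 1, 2 and 3 and -55.3, 76.1 and -20.8 in *cnd-1(ju29)* replicates 1, 2 and 3; an effect of the genotype on the pace of development was not tested.

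Some genes of the mitochondrial genome were listed near 0 in single libraries. Of 14 genes in the list, 4 varied more than 10-fold within a strain (*nduo-6*, *ctb-1*, *ctc-2* and *nduo-3*), and *ctb-1*, a cytochrome b gene with a median of 1377 FPKM, was below 0.1 FPKM in 2 libraries. A lower content of mitochondrial RNA in those libraries is excluded, since *nduo-1* there was at no less than 0.843 times its median. Abundance estimates at genes whose annotated spans overlap remain a candidate explanation, since 0 of the 4 varying genes were free of such an overlap, but 6 of the 10 other genes also overlap a neighbour (Fisher's exact test, p = 0.251), which keeps this open. As a group the 14 genes were not shifted in a common direction between the strains (median log2 fold change 0.22, mean -0.25, adjusted p = 0.946 from limma's camera, whose direction was up like the median and unlike the mean). Members that move in opposite directions cancel in this test. For change in either direction, fry gave an unadjusted p of 7.87e-07. When adjusted over the list alone, 3 members were lower and 1 was higher. No biological explanation was tested.

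Only 10 splits of the 6 libraries into 3 against 3 exist, too few for a share below 0.05. For genes at an unadjusted p below 0.05 the real split gave 140, the highest other split gave 6813, and 7 splits gave a count as large, the real one included. That highest split sets wild type replicate 1 and *cnd-1(ju29)* replicates 1 and 3 against the rest and calls many times the real count, which points to the structure of the samples described above. For genes at an adjusted p below 0.05 the real split and the highest other gave 3 each (2 splits as large), for transcription factor genes 2 and 109 (7 splits), for gene lists 8 and 11 (2 splits), and for pairs of neighbouring genes 5 and 494 (4 splits). Among the 4 splits that part all 3 pairs of same-numbered libraries, the real one gave 140 genes at an unadjusted p below 0.05 and the others 64 to 144. It gave 3 genes at an adjusted p below 0.05 against at most 2, 2 transcription factor genes against 1 to 2, 8 gene lists against 6 to 11, and 5 pairs of neighbouring genes against 0 in each of the others.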

How the results depend on the processing

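The second stage covariate (pharynx minus early zygotic list), the fit without both libraries numbered 2, the block for neighbours and the relative exon coverage were chosen after seeing the data. All tested Table 1 genes had the paper's direction in every setting (21 to 40 genes), the 2 *ken2* region genes called at an unadjusted p kept their calls, and the neighbouring pairs stayed above the relabelled genes (5 to 78 pairs, 51 with the replicate block). The cause of the following changes was not tested. Genes lower and higher at an unadjusted p below 0.05, main values 76 and 64, were 221 and 331 with no filter (31243 genes tested), 37 and 30 with a mean FPKM of at least 2, 1211 and 241 with the replicate block, 539 and 189 with the added stage covariate and 1366 and 600 without both libraries numbered 2; 126 were higher with quantile normalization. Leaving out 1 library gave 45 to 1934 lower and 53 to 1058 higher. At an adjusted p below 0.05, main values 2 and 1, the counts were 1 and 0 with a pseudocount of 0.1, with no filter, with a mean of at least 2 and with no scaling, 2 and 0 with voom (F35B3.4 and T01G5.8), 12 and 3 with the replicate block, 0 and 0 with the stage covariate and 6 and 2 with the added one, which also called C08F11.7, *fbxa-192*, Y102A5C.36, *ndfl-4* and *lgc-34* (0.00144 to 0.0496); leaving out 1 library gave 0 to 4 lower and 0 to 2 higher. The *cnd-1* log2 fold change was 0.58 to 0.93 and that of *ceh-5* -0.93 to -0.64 with 1 library left out, and both kept their direction. Transcription factor genes at an unadjusted p below 0.05, 2 in all, were 5 with no filter, 10 with the replicate block, 6 with the added stage covariate, 29 without both libraries numbered 2 and 1 to 46 with 1 library left out. Gene lists called, 8 with the preset correlation, were 0 with an estimated correlation and 0 with fry, and 4 to 8 with 1 library left out. With 1 library left out the adjusted p of the proneural list was 0.00851 to 0.938 and that of the late cuticle list 5.89e-08 to 0.874, and without *cnd-1(ju29)* replicate 1 (the highest of each) both turned from higher to lower. Transcripts of *aak-2*, *ptrn-1* and *srw-85* whose shares did not overlap between the strains numbered 3, and 3 to 8 with 1 library left out. The relative coverage of the *aak-2c* first exon was higher by 29.8 percentage points, and by 26.5 to 35.1 with 1 library left out. For 103 other named genes over all settings, 1812 of 1934 values kept their side of an unadjusted p of 0.05, 20 passed it only in the main setting, the rest only in the alternative (26 with the block, 39 with 1 library left out and 37 otherwise), and 0 changed direction past it. The replicate block changed the calls given beside the results and brought 26 named genes past an unadjusted p of 0.05. At 33084300 to 35689734 estimated reads per library, genes below the FPKM minimum were not tested.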

Differences from the paper's values

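The fold changes of Table 1 differ from those here in size and not in direction. Of the 30 genes of Table 1 tested here, all 30 had the paper's sign. F35B3.4 and T01G5.8, listed at 0 in all *cnd-1(ju29)* libraries, are set aside here because their fitted values rest on the pseudocount. Across the other 28 genes, which are not independent replicates, the paper's values and those here had a Spearman rho of 0.75. For 23 of the 28 the log2 fold change here differed from the paper's by more than the spread between samples, and it was the larger in all 23. The ratio of the value here to the paper's ran from 1.60 to 10.1, so no single change of log base puts the 2 sets on one scale. The paper's values come from DESeq2 on read counts, and those here from limma on log2(scaled FPKM + 0.5), so the 2 measures are unlike. A difference in size is therefore not a difference in the data, and its cause was not tested. For 15 of the 23 every alternative set before the data were examined that tested the gene, 16 or 17 of them, also differed. The paper's log2 fold changes of *srw-85*, Y102A5C.6, *fbxa-192*, Y102A5C.36 and Y102A5C.5 are -1.2, -1.0, -0.9, -0.9 and -0.9, and those here were -4.23, -2.30, -1.97, -1.86 and -2.31. Those of C08F11.7, C18H2.3, MTCE.7, *ndfl-4* and *fbxa-191* are -0.9, -0.9, -0.7, -0.7 and -0.7 in the paper and were -2.30, -2.14, -1.30, -1.58 and -1.78 here. The size depended on the setting for genes near 0 in 1 strain. Over the alternatives C08F11.7 ran from -3.73 to -1.73, C18H2.3 from -7.56 to -1.45 and *fbxa-191* from -4.87 to -1.19. For *col-181* and C08F11.6 the paper's values are -0.5 and -0.4, and here they were -1.00 and -1.69. For the higher genes *lgc-34*, F35B3.3 and *ctc-3* the paper's values are 1.3, 0.9 and 0.7, and here they were 2.80, 3.45 and 1.17. The value of F35B3.3, near 0 in wild type, ran from 2.71 to 5.61 over the alternatives. For F35B3.4 and T01G5.8 the paper gives -1.7 and -0.3. The fitted values here, -5.67 and -2.05, are no measure of size, and they ran from -10.55 to -4.70 and from -4.81 to -1.36 over the alternatives.

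For the other 8 genes some of the alternatives set before the data were examined had no such difference, and the rest did. The paper's value for *exos-4.1* is -0.7 and the value here was -1.12, with no difference without wild type replicate 3. For MTCE.33 they are -0.6 and -1.33, with no difference without *cnd-1(ju29)* replicate 2 or without *cnd-1(ju29)* replicate 3. For C55C3.3 they are -0.5 and -0.99, with no difference at a pseudocount of 1 or with the stage covariate. For *cyp-34A9* they are -0.5 and -1.27, with no difference at a pseudocount of 1. For *abhd-5.1* they are -0.5 and -0.94, with no difference at a pseudocount of 1, with quantile normalization, without wild type replicate 1, without wild type replicate 2 or without *cnd-1(ju29)* replicate 3. For *ceh-5* the paper gives -0.5 and the value here was -0.80, with no difference at a pseudocount of 1, with quantile normalization, with the stage covariate, without wild type replicate 1 or without *cnd-1(ju29)* replicate 2. For C06G3.3 they are -0.2 and -2.02, with no difference at a pseudocount of 1, without wild type replicate 1 or without *cnd-1(ju29)* replicate 1. For ZC21.10 they are 0.5 and 1.05, with no difference without wild type replicate 1 or without *cnd-1(ju29)* replicate 2.

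Some genes that the paper calls did not pass the same unadjusted threshold of 0.05 here. The paper places *nhr-68* and *nhr-77* among the higher genes. *nhr-68* had an unadjusted p of 0.253 and passed in 1 setting, the replicate block (0.0368). *nhr-77* was below the FPKM minimum and had an unadjusted p of 0.163 with no filter, the one setting that tested it. F35B3.1, which the paper also calls, had an unadjusted p of 0.0565 with no filter. Of the 40 genes of Table 1, 27 passed, 3 were tested and did not pass, and 10 were below the minimum. Y60C6A.2 (0.0711) and Y60C6A.1 (0.105) passed with the replicate block and without wild type replicate 3, and *hsp-12.6* (0.19) passed without wild type replicate 3. With no filter, Y43D4A.4, *sre-39*, T02H6.8, Y57G11C.57, K08D12.7, ZK177.11 and C32E8.4 passed (0.00015 to 0.00186), and D1086.9, T04C12.7 and *col-171* did not (0.161 to 0.209).

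For the *ken2* deletion the paper gives 6906 bp in its results and 6908 bp in its methods, and its stated breakpoints leave 6907 bases between them. The paper's methods give the loss from the 3′ untranslated region of *ptrn-1* as around 250 bp, and its breakpoints place 353 bases of the last exon, as the files annotate it, inside the deletion. No processing setting enters these lengths.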

Other observations

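The gene lists described here were fixed before the deposited values were examined, but after the paper's Table 1 had been seen. The choice of which to describe first was made after the results were seen. The stress list holds *tts-1*, *cyp-34A9* and *hsp-12.6*, which Table 1 gives as lower in these same libraries. Its test is therefore not independent of Table 1. Genes of stress responses and targets of DAF-16 had lower means in *cnd-1(ju29)* embryos. Of 27 tested members 25 had a lower and 2 a higher mean, with a median log2 fold change of -0.54 (adjusted p = 1.27e-05 from camera with a preset correlation, adjusted p = 0.373 with an estimated correlation). No member passed an adjusted p below 0.05, also when adjusted over the list alone, and *hsp-6*, *cyp-34A9* and *tts-1* were lower at an unadjusted p below 0.05. *hsp-6*, which encodes a mitochondrial chaperone, was at 148 ± 17.2 FPKM in wild type and 97.6 ± 10.3 in *cnd-1(ju29)* (SD, n = 3 each), and the long noncoding RNA *tts-1* was at 200, 172 and 37.7 FPKM in wild type replicates 1, 2 and 3 and at 18.2, 40.6 and 38.8 FPKM in *cnd-1(ju29)* replicates 1, 2 and 3. The endoplasmic reticulum chaperone *hsp-4* had a log2 fold change of -0.47 (standard error 0.23) and passed an unadjusted p of 0.05 only with the replicate number as a block (0.0264). The mean log2 FPKM of the list was 5.61, 6.94 and 6.49 in wild type replicates 1, 2 and 3 and 5.54, 5.84 and 6.07 in *cnd-1(ju29)* replicates 1, 2 and 3, so that wild type replicate 1 lay within the range of *cnd-1(ju29)*. The camera call held in all 6 fits without 1 library (adjusted p of 0.00617 at most). Nuclear ribosomal RNA, which poly(A) selection leaves as a remainder, had a lower mean in 5 of 5 members (median log2 fold change -0.72, adjusted p = 2.08e-04 from camera, adjusted p = 0.706 with an estimated correlation). No member passed an unadjusted p below 0.05 without the block, and 2 did with it. These members are not separate measurements, with an estimated correlation of 0.94. For example, *rrn-1.1* and *rrn-1.2* had mean FPKM of 566 and 568 in wild type and 350 and 352 in *cnd-1(ju29)*.

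Genes of GABAergic motor neurons also had lower means, in 9 of 11 members (median log2 fold change -0.47, adjusted p = 8.68e-04 from camera, adjusted p = 0.706 with an estimated correlation, and adjusted p = 0.092 without *cnd-1(ju29)* replicate 3). *unc-25*, which encodes the enzyme that makes GABA, was at 25.4, 47.8 and 30.6 FPKM in wild type replicates 1, 2 and 3 and at 8.24, 36.2 and 13.4 FPKM in *cnd-1(ju29)* replicates 1, 2 and 3 (log2 fold change -1.03, unadjusted p = 0.0714, or 0.00118 with the replicate number as a block). *unc-46*, *flp-13* and *oig-1* had log2 fold changes of -0.80, -0.89 and -0.79, the vesicular GABA transporter gene *unc-47* of -0.47, and *unc-30*, a homeobox gene of these neurons, of -0.30. No member passed an unadjusted p below 0.05 without the block, 5 did with it, and none passed an adjusted p below 0.05, also when adjusted over the list alone. The gain with the block was not particular to this list. With the block 5 of 12 pharynx genes, 6 of 17 intestine genes and 1211 of all 16327 genes tested were lower at an unadjusted p below 0.05. Libraries numbered 2, which lie at one end of the main axis of variation, held the highest *unc-25* level of their strain. Genes of cholinergic motor neurons had a lower mean in 10 of 15 members (median log2 fold change -0.20, adjusted p = 0.21 from camera, adjusted p = 0.866 with an estimated correlation). As a list they were called lower with the stage covariate (adjusted p = 0.00573), without *cnd-1(ju29)* replicate 2 (0.00835) and without both libraries numbered 2 (0.0153). Among them *cho-1*, *cha-1* and *unc-17* had log2 fold changes of -0.98, -0.62 and -0.57, none past an unadjusted p of 0.05 without the block and all 3 past it with the block (0.0055, 0.0297 and 0.0489), and *unc-3* and *unc-4* were at 0.04 and -0.33. Of 30 pan-neuronal genes 18 had a lower mean (adjusted p = 0.887 from camera, adjusted p = 0.967 with an estimated correlation, but 0.00917 without *cnd-1(ju29)* replicate 2 and 0.016 without both libraries numbered 2), with *rab-3* at 84.8 ± 31.2 FPKM in wild type and 71.9 ± 48.2 in *cnd-1(ju29)* (SD, n = 3 each).

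Lists of other tissues and stages gave the following. Maternal and oocyte genes had a lower mean in 28 of 33 members (median log2 fold change -0.25, adjusted p = 5.17e-04 from camera, adjusted p = 0.813 with an estimated correlation), but the call was lost without wild type replicate 1 (adjusted p = 0.0862) and without *cnd-1(ju29)* replicate 2 (adjusted p = 0.933); *mex-5* and *spn-4* had log2 fold changes of -0.56 and -0.55, past an unadjusted p of 0.05 only with the block (0.0284 and 0.0191). Epidermis genes had a higher mean in 15 of 18 members (median 0.13, adjusted p = 0.0145, adjusted p = 0.813 with an estimated correlation), a call that was lost without wild type replicate 1 (0.169), wild type replicate 2 (0.0576), *cnd-1(ju29)* replicate 1 (0.595) or *cnd-1(ju29)* replicate 2 (0.409). Late embryo cuticle and matrix genes had a higher mean in 26 of 34 members (median 0.13, adjusted p = 0.011, adjusted p = 0.813 with an estimated correlation), a call that was lost without wild type replicate 2 (0.524) or *cnd-1(ju29)* replicate 2 (0.327) and turned in direction without *cnd-1(ju29)* replicate 1 (0.874). Early zygotic genes had a higher mean in 17 of 24 members (adjusted p = 0.104 from camera, or 0.0454 with the replicate number as a block, 0.0461 with voom, 0.0315 with the stage covariate, 0.000155 without *cnd-1(ju29)* replicate 2, 0.000192 without both libraries numbered 2, and 0.866 with an estimated correlation). Body wall muscle (15 of 23 members with a higher mean, adjusted p = 0.363), pharynx (8 of 12 with a lower mean, adjusted p = 0.399) and intestine (9 of 17 with a higher mean, adjusted p = 0.547, with a median of 0.08 and a mean of -0.17) were not called in this setting, nor with an estimated correlation (adjusted p = 0.866 for each). Body wall muscle was called higher with the added stage covariate (0.0102) and without *cnd-1(ju29)* replicate 3 (7.03e-05), and pharynx lower without *cnd-1(ju29)* replicate 2 (0.0346) and without both libraries numbered 2 (0.0228), while intestine was not called in any of the settings run. The call of the epidermis list was lost with the stage covariate (adjusted p = 0.908) and held with the added one (0.00555). The maternal and late cuticle lists make up the stage covariate, so it cannot test them, and their calls held with the added one (7.09e-07 and 0.0307). No member of these lists passed an adjusted p below 0.05, also when adjusted over each list alone. No yolk gene and 2 sperm genes, *spe-9* and *msp-76*, were above the FPKM minimum, so these 2 lists were not tested. The list of genes named in the paper had 8 of 17 members with a lower and 9 with a higher mean. The median log2 fold change was 0.00 and the mean was -0.64, which includes the fitted value of F35B3.4 that rests on the pseudocount. Camera called it lower (adjusted p = 0.00442, adjusted p = 0.57 with an estimated correlation), a call that was lost without wild type replicate 1 (0.0557), *cnd-1(ju29)* replicate 2 (0.0783) or *cnd-1(ju29)* replicate 3 (0.126), and 2 members were lower at an adjusted p below 0.05, also when adjusted over the list alone. The paper names some of these genes for a change in these libraries, such as *srw-85* and *ceh-5*, and others, such as *cdc-42*, for other reasons, so the list is not independent evidence of direction. Of its members, *cdc-42* was at 233 ± 15.4 FPKM in wild type and 242 ± 16.8 in *cnd-1(ju29)* (SD, n = 3 each).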
